# Amino Acids and IGF1 Regulation of Fish Muscle Growth Revealed by Transcriptome and microRNAome Integrative Analyses of Pacu (*Piaractus mesopotamicus*) Myotubes

**DOI:** 10.3390/ijms23031180

**Published:** 2022-01-21

**Authors:** Bruno Oliveira Silva Duran, Bruna Tereza Thomazini Zanella, Erika Stefani Perez, Edson Assunção Mareco, Josefina Blasco, Maeli Dal-Pai-Silva, Daniel Garcia de la serrana

**Keywords:** muscle growth, cell culture, amino acids, IGF1, omics

## Abstract

Amino acids (AA) and IGF1 have been demonstrated to play essential roles in protein synthesis and fish muscle growth. The myoblast cell culture is useful for studying muscle regulation, and omics data have contributed enormously to understanding its molecular biology. However, to our knowledge, no study has performed the large-scale sequencing of fish-cultured muscle cells stimulated with pro-growth signals. In this work, we obtained the transcriptome and microRNAome of pacu (*Piaractus mesopotamicus*)-cultured myotubes treated with AA or IGF1. We identified 1228 and 534 genes differentially expressed by AA and IGF1. An enrichment analysis showed that AA treatment induced chromosomal changes, mitosis, and muscle differentiation, while IGF1 modulated IGF/PI3K signaling, metabolic alteration, and matrix structure. In addition, potential molecular markers were similarly modulated by both treatments. Muscle-miRNAs (*miR-1*, *-133*, *-206* and *-499*) were up-regulated, especially in AA samples, and we identified molecular networks with omics integration. Two pairs of genes and miRNAs demonstrated a high-level relationship, and involvement in myogenesis and muscle growth: *marcksb* and *miR-29b* in AA, and *mmp14b* and *miR-338-5p* in IGF1. Our work helps to elucidate fish muscle physiology and metabolism, highlights potential molecular markers, and creates a perspective for improvements in aquaculture and in in vitro meat production.

## 1. Introduction

The skeletal muscle in teleost fish represents up to 60% of its total body mass and is the most abundant tissue, with a set of characteristics necessary for fish physiology and metabolism, and with great importance for aquaculture industry [1,2]. Muscle growth is a multifactorial process regulated by extrinsic and intrinsic signals. Extrinsic factors include nutrient availability, temperature, salinity, oxygenation, photoperiod, pH, and water flow [3]. Intrinsic signals include transcription factors (such as myogenic regulatory factors, MRFs), hormones, cytokines, and growth factors. These inputs can shift the balance between protein synthesis and degradation pathways, promoting protein accretion by favoring protein synthesis, and therefore muscle growth [4]. Protein synthesis is strongly regulated by the IGF/PI3K/MTOR axis, while protein degradation is mediated by the ubiquitin-proteasome, calpain/calpastatin and autophagic-lysosomal systems [5,6].

Some of the main factors that regulate protein synthesis are IGFs (insulin-like growth factors), together with their own receptors (IGFR—insulin-like growth factor receptor) and binding proteins (IGFBP—insulin-like growth factor-binding protein) [7]. The IGFs are circulating peptides that comprise mostly two variants, IGF1 and IGF2, with roles in muscle cell viability, the proliferation and differentiation of myoblasts, and hypertrophy and repair after muscle injury and exercise [8,9,10]. The IGF1 is one of the most studied and characterized growth factors that promote muscle growth. When binding to its receptor (IGF1R), IGF1 triggers a phosphorylation cascade, promoting the activation of PI3K (phosphatidylinositol-3-kinase), which is necessary to produce phosphatidylinositol-3,4,5-triphosphate. This component recruits the AKT (protein kinase B), which subsequently activates MTOR (mechanistic target of rapamycin kinase) by phosphorylation [4]. The MTOR integrates endocrine signals, regulates cell cycle, gene transcription, cytoskeletal organization, and protein synthesis. Besides, the pathways involved in protein synthesis control can be activated by signals other than growth factors. Several studies have shown that amino acids promote the phosphorylation of MTOR [11,12] and regulate the transcription and activation of components of the IGF system [13,14] on their own. These studies support the existence of an independent route stimulated by amino acids to promote muscle growth in teleost fish. Given the roles of the IGF system and amino acids in promoting protein synthesis and muscle formation, the comprehension of their effects is beneficial for understanding muscle metabolism and for aquaculture.

The microRNAs (miRNAs) also play a fundamental role in controlling the progression of the myogenic program and the determination of the muscle fiber phenotypes [15,16]. The miRNAs correspond to a class of small non-coding RNAs of which the main function is the post-transcriptional regulation of genes, promoted by the translation inhibition or decay of messenger RNAs (mRNAs) [16,17,18]. miRNAs regulate their targets in a combinatorial pattern, increasing the complexity and regulatory potential of gene expression, with most of them able to finely regulate signaling pathways and common biological functions [19,20]. miRNAs in teleost fish are involved in embryogenesis and several developmental and physiological processes in different tissues [21,22,23,24,25,26,27,28]. Both muscle formation and growth are regulated by several miRNAs, with some of them considered as muscle-specific with unique or high expression in skeletal muscles, such as *miR-1*, *miR-133*, *miR-206* or *miR-499*. These miRNAs apply a high degree of control over the different phases of myogenesis, including myoblast proliferation, myotube formation, fiber type specification, and muscle regeneration [29,30,31,32], orchestrating the fate and phenotype of muscle cells.

Fish myoblast cell cultures are a very powerful tool to study all of these molecular networks and signals regulating myogenesis and muscle growth [33,34,35,36,37,38,39,40,41,42]. This in vitro model encompasses the main stages of myogenesis, especially myoblast proliferation, differentiation, and fusion into myotubes [38,39,41]. Moreover, the cell culture system provides a more controlled environment than in vivo, allowing the analysis of many signaling pathways and molecular networks under controlled conditions. This enables a more in-depth study of regulatory molecules and the investigation of their roles at different stages of cell culture [7]. Furthermore, myoblast cell culture medium can be modified to assess the role of nutrients, growth factors or hormones in regulating the muscle growth process [12,13,14,35,38,40,42,43,44,45], such as the amino acids and IGF1.

In this context, large-scale sequencing techniques have provided enormous progress in the molecular biology field. Global approaches, such as the transcriptome and microRNAome, allow one to obtain a molecular profile of different tissues under distinct conditions or moments, providing opportunities for the identification of molecular markers, and new information on the signaling pathways that regulate a particular biological process [46]. However, to our knowledge, no study has performed large-scale sequencing in fish myotube cell cultures treated with pro-growth signals. Thus, our main objective was to obtain and evaluate the transcriptome and microRNAome of pacu (*Piaractus mesopotamicus*) myotubes stimulated with amino acids or IGF1. Our analysis of both omics provided new insight into different signaling pathways’ activation, potential molecular markers, and networks integrating gene and miRNA transcription, allowing better comprehension of the molecular regulation of fish myogenesis and muscle growth using pro-growth inputs.

## 2. Results

### 2.1. AA and IGF1 Treatments Were Effective, and AA Induced Higher Number of Differentially Expressed Genes (DEGs)

The sequencing of pacu myotubes transcriptome yielded a total of 70,363,951 (CTR), 69,999,996 (AA) and 76,376,683 (IGF1) paired-end reads per group (Supplementary Table S1). 

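Messenger RNA was sequenced in 9 libraries of pacu myotubes, the fused muscle cells that form when myoblasts differentiate in culture, with 3 libraries in each of the CTR, AA and IGF1 groups. The paper gives 3 independent cell cultures and does not state whether libraries of the same number come from the same culture. By the paper's methods, the cells were placed in medium without amino acids for 12 h on day 8 of culture. The AA group was then kept for 24 h in medium with amino acids and the IGF1 group for 24 h in the amino acid-free medium with recombinant IGF1 at 100 ng/mL. The CTR group stayed in the amino acid-free medium, for 36 h in all. The sample labels give 24 h in their protocol but 12 h in their treatment field for AA and IGF1, and the paper's 24 h is used here. The authors assembled the reads into contigs with Trinity, annotated the contigs by BLASTx against the proteins of 3 fish species and mapped the reads of each sample to the annotated contigs with Bowtie2. Their tables give the raw counts of each library on 69932 annotated contigs with 19365 different gene names. A second table gives the counts divided by DESeq2's size factors for the 35575 contigs with a mean raw count of 10 or more, and the per-gene means below are on that scale. The raw counts summed to 13394809, 14163429 and 30928843 in CTR replicates 1, 2 and 3. The AA libraries held 4676710, 14297795 and 1366043 counts, and the IGF1 libraries 14917361, 4099124 and 53525876. The paper reports 70363951 paired-end reads for CTR, 69999996 for AA and 76376683 for IGF1, and the counts analysed here come to 83.1%, 29.1% and 95.0% of those numbers. The deepest library held 39.2 times the counts of the shallowest, AA replicate 3, in which 15.1% of the tested contigs had 0 counts, against at most 4.33% in any other library. The contigs with a mean raw count of 10 or more were tested with edgeR's quasi-likelihood test on the raw counts of all 9 libraries, with TMM normalization and Benjamini-Hochberg adjustment. Of the 13162 gene names on these contigs, 8103 were carried by more than 1 contig. A gene was counted once as differentially expressed when any of its contigs had an adjusted p of 0.05 or less and a log2 fold-change of at least 1 in either direction, the paper's thresholds. Values of single genes are those of the contig with the highest mean count.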

After trimming, 30,902,924 paired-end reads were successfully assembled into 176,103 contigs. 

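In AA compared to CTR, 2218 of the 35575 contigs were differentially expressed by edgeR's test, and they carried 1168 non-redundant gene names. Of these genes, 632 were up-regulated, 527 were down-regulated and 9 had contigs in both directions. In IGF1 compared to CTR, 962 contigs with 465 gene names were differentially expressed, with 197 genes up-regulated, 266 down-regulated and 2 in both directions. Without the fold-change minimum, 1950 genes had an adjusted p of 0.05 or less in AA and 941 in IGF1. With all libraries thinned to the shallowest, an alternative chosen after seeing the data, 675 genes were differentially expressed in AA and 308 in IGF1 (medians of 5 draws). With no normalization beyond the library size, 876 genes were up- and 372 down-regulated in AA, a scaling that moved the median log2 fold-change of all contigs from −0.02 to 0.12. Single libraries also moved the counts. Without CTR replicate 3, 769 genes were differentially expressed in AA and 305 in IGF1, and without IGF1 replicate 1 there were 296 in IGF1. On 1 contig per gene, all 3 AA libraries lay beyond all 3 CTR libraries in 95.6% of the 916 contigs differentially expressed in AA. The same held for the IGF1 libraries in 98.4% of 386 contigs. Chance gives 10%, but the contigs were chosen on these same libraries, which raises both shares.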

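Among the genes with non-overlapping libraries and an informative symbol, the largest rises in AA were those of aclya, tmsb and ldb3b. The normalized count of aclya was 60.0 ± 17.4 (SD, n = 3) in AA and 1.14 ± 0.685 (SD, n = 3) in CTR, a log2 fold-change of 5.77 (standard error 0.74, adjusted p = 3.57e-05 from edgeR). The log2 fold-change was 5.53 for tmsb and 5.19 for ldb3b, whose CTR libraries had 0, 0 and 5 raw counts. That of ldb3b ranged from 4.79 to 8.58 over the 8 fits with 1 library left out that tested it. Its call was kept in all of them, but the size of its rise is poorly determined. By the fitted log2 fold-change, the largest falls in AA were those of rergla, cpt1b and the interleukin-1 receptor type 2-like gene. No count of rergla was found in the 3 AA libraries, against 69 raw counts in CTR, so that it was at least 8.85-fold lower when the AA group is set to a floor of 3 counts, and its place among the largest falls is not established. Its call was lost without AA replicate 2. The cpt1b contig had 2 raw counts in AA and 152 in CTR, a 29.2-fold lower level (95% counting interval 7.95 to 244, counting error only). The interleukin-1 receptor type 2-like gene fell by 4.01 on the log2 scale (adjusted p = 2.08e-07 from edgeR). In IGF1, the largest rises were those of aclya, with a log2 fold-change of 3.17 (adjusted p = 0.019 from edgeR), ptchd1 with 2.90 and prodha with 2.86. The call of aclya was lost without CTR replicate 3 or IGF1 replicate 1, and that of ptchd1 without CTR replicate 2 or IGF1 replicate 1. The largest falls in IGF1 were those of sat1a.2, with a log2 fold-change of −3.44 (adjusted p = 1.7e-07 from edgeR), cemip with −3.41 and klf9 with −3.08.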

A total of 69,932 contigs (40%) were successfully annotated, and after normalization, the myotubes treated with AA or IGF1 showed a non-redundant list of 1228 (524 down- and 704 up-regulated) and 534 (289 down- and 245 up-regulated) DEGs compared to the CTR group, respectively (Supplementary Tables S1 and S2).

The principal component analysis (PCA) plot, according to the transcriptome results, showed different profiles between CTR, AA, and IGF1 samples. 

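The principal components were computed here on log2 of the TMM-normalized count plus 1 over the 35575 contigs. The first component held 52.6% of the variance and the second 17.3%. Separation of the groups was measured by the mean silhouette width on the first 2 components, which is 1 when every library lies far closer to its own group than to the others and 0 or below when it does not. The silhouette width was −0.021, and 18 of the 280 ways of splitting the 9 libraries into 3 groups of 3 gave a width as large (exact permutation test, one-sided, p = 0.0643). The first component set AA replicate 3, the shallowest library, apart from the other 8. On the authors' normalized counts, the silhouette width was −0.004 and passed (exact permutation test, p = 0.0393). It did not pass with the 500 contigs of highest variance (0.01, exact permutation test, p = 0.0536), with the replicate number regressed out (−0.063, exact permutation test, p = 0.271) or with any CTR library left out (exact permutation test, p = 0.471 to 0.604). It passed with any AA or IGF1 library left out (exact permutation test, p = 0.00357 to 0.0321) and with contigs scaled to unit variance (0.09, exact permutation test, p = 0.00714). With DESeq2's variance-stabilizing transformation, it was 0.111 (exact permutation test, p = 0.00357). With the counts of every library thinned at random to the total of the shallowest, an alternative chosen after seeing the data, it was 0.76 (exact permutation test, p = 0.00357), the smallest p that the 280 splits can give.

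**Figure D1:**
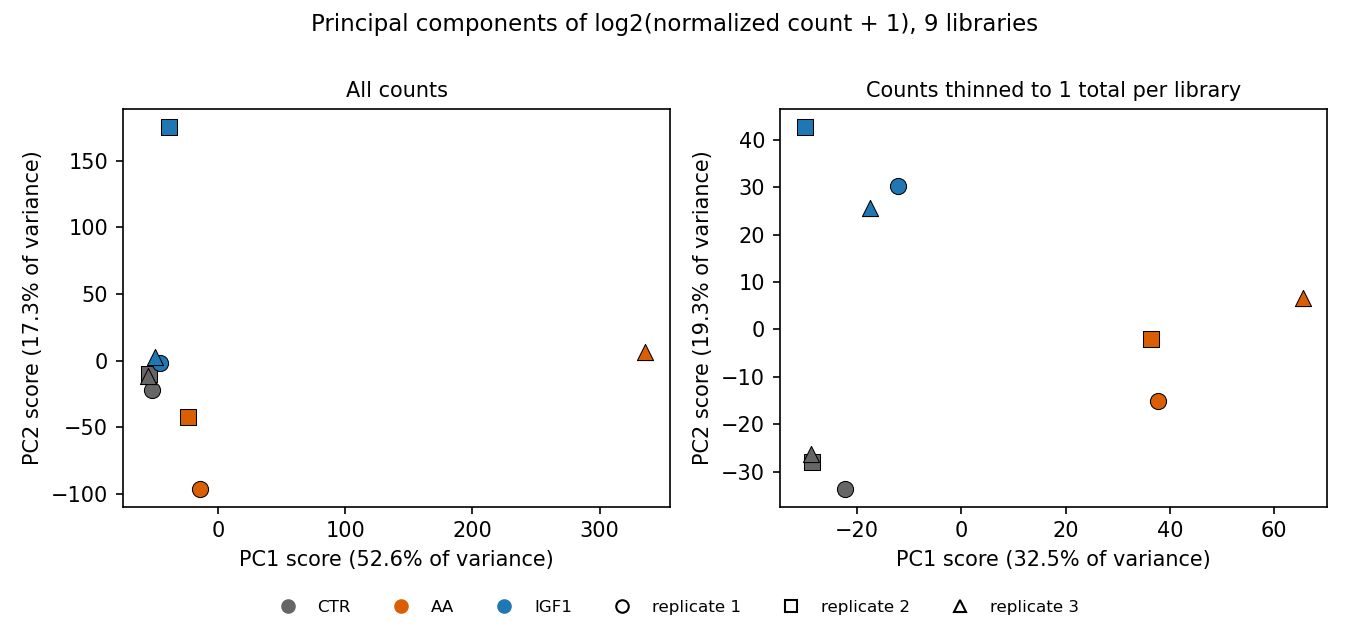
Scores of the 9 libraries on the first and second principal components, with groups by color and replicates by marker, from all counts (left) and from counts thinned to 1 total per library (right). With all counts, AA replicate 3 lies alone along the first component (52.6% of the variance); with thinned counts (32.5%), the 3 libraries of each group lie nearest to each other.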

The pacu myotubes were well separated according to the experimental groups, showing that the treatments were effective, and the cell culture replicates were similar to each other (Supplementary Figure S1). We further confirmed the effectiveness of our protocol via the digital expression of *fbxo32* (*f-box protein 32*), a well-known marker of muscle protein degradation and atrophy [42,47,48,49,50], and *myog* (*myogenin*), related to myogenesis and growth [51,52,53,54]. Both AA and IGF1 groups showed decreased *fbxo32* transcription (fold-change = 0.37 in AA and 0.39 in IGF1; *p*-adj < 0.01) and increased *myog* transcription (fold-change = 2.02 in AA and 1.68 in IGF1; *p*-adj < 0.01) compared to CTR (Figure 1).

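The contig of fbxo32 with the highest mean count (Duran_pc_TRINITY_DN1565_c2_g1_i2) had a normalized count of 236 ± 8.89 (SD, n = 3) in CTR, 68.4 ± 26.5 (SD, n = 3) in AA and 85.5 ± 12.7 (SD, n = 3) in IGF1. Its fold-change was 0.308 in AA (log2 fold-change −1.70, standard error 0.24, adjusted p = 0.000119 from edgeR) and 0.37 in IGF1 (log2 fold-change −1.44, standard error 0.22, adjusted p = 0.000357 from edgeR). AA replicate 3 held 6 raw counts of this contig. All 3 contigs named fbxo32 were down-regulated in both treatments. The leading contig of myog (Duran_pc_TRINITY_DN82_c6_g1_i4) had 268 ± 56.9 (SD, n = 3) normalized counts in CTR, 579 ± 154 (SD, n = 3) in AA and 468 ± 55.5 (SD, n = 3) in IGF1. The fold-change of myog was 2.07 in AA (log2 fold-change 1.05, standard error 0.19, adjusted p = 0.00123 from edgeR) and 1.75 in IGF1 (log2 fold-change 0.81, standard error 0.19, adjusted p = 0.0112 from edgeR). The rise in AA was thus just past the 2-fold minimum and fell below it without CTR replicate 2 (log2 fold-change 0.90), without AA replicate 3 (0.91) and with no filter on low counts (0.99). In IGF1 the rise had an adjusted p under the threshold but was smaller than 2-fold. For both genes, every AA and every IGF1 library lay beyond all 3 CTR libraries. Between AA and IGF1 themselves, neither fbxo32 (log2 fold-change −0.26, adjusted p = 0.624 from edgeR) nor myog (0.24, adjusted p = 0.529 from edgeR) differed.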

### 2.2. DEGs Were Specific to Each Treatment or Shared by Both AA and IGF1, Which Modulated Different Biological Processes

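Tested directly against each other with edgeR, AA and IGF1 differed in 1575 contigs with 790 non-redundant gene names. Of these genes, 427 were higher in AA, 355 were higher in IGF1 and 8 had contigs in both directions. The balance depends on the normalization, since with none beyond the library size 707 genes were higher in AA and 222 in IGF1. The count in all was 570 to 861 when single libraries were left out.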

The heatmap of gene expression showed a different transcription pattern between the experimental groups. The hierarchical clustering revealed three main groups of genes, better defined by the K-means clustering (K-means = 3), namely Cluster I, II and III, which have increased expression respectively in AA, IGF1, and CTR treatments (Figure 2; Supplementary Table S3). In addition, we used the Venn diagram for further information about genes up- or down-regulated by both pro-growth inputs. 

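K-means clustering with 3 clusters was repeated here on the normalized counts of the 2847 contigs differentially expressed in either treatment, each centred and scaled to unit length so that the squared distance follows one minus the Pearson correlation. The largest cluster held 43.6% of the contigs, and its mean was highest in AA and lowest in CTR. The other clusters were both highest in CTR, one with 28.8% of the contigs and lowest in AA, one with 27.6% and lowest in IGF1. No cluster was highest in IGF1. With 4 clusters, a cluster of 10.3% of the contigs was highest in IGF1, and with 5 clusters one of 10.2%. Average-linkage hierarchical clustering into 3 groups, the alternative with the largest change, gave 53.1% of the contigs highest in CTR, 33.4% highest in AA and 13.6% highest in IGF1. The contigs of myog and marcksb fell in the cluster highest in AA and those of fbxo32 in one highest in CTR.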

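By the edgeR calls, 197 gene names were differentially expressed in both AA and IGF1 compared to CTR. If the lists were unrelated and every name equally likely to be called, 41.3 are expected. Names with several contigs had more chances of a call in both lists, so 41.3 may be too low. In AA alone 971 genes were differentially expressed, and in IGF1 alone 268. Of the shared genes, 91 were up-regulated in both treatments, 90 were down-regulated in both, 7 were up in AA and down in IGF1, and 4 were the reverse. Both comparisons use the same CTR libraries, which alone makes their fold-changes alike. In simulated unchanged groups that share the CTR libraries, the correlation of the log2 fold-changes across contigs had a median of 0.425 (range 0.415 to 0.441 over 20 draws), and across the measured contigs it was 0.471. The contigs are not independent replicates. In the same simulated draws, 0 to 3 genes were called in a treatment and 0 or 1 were shared, against the 197 measured. These draws hold no changed genes, so they cannot show how far the shared CTR libraries raise the overlap of changed genes. The number of shared genes was 473 without the fold-change minimum, the alternative that moved it most. With counts summed per gene name it was 92. Without CTR replicate 2 it was 124, without CTR replicate 3 it was 110 and without IGF1 replicate 1 it was 117.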

Among the 1228 and 534 DEGs, we found that 218 genes were differentially expressed by both AA and IGF1 treatments (Figure 3; Supplementary Table S3), mainly involved with IGF/PI3K/MTOR signaling and the JAK-STAT cascade (Supplementary Figure S2).

A gene ontology enrichment analysis was performed to access the biological processes enriched by the DEGs in AA and IGF1-treated samples compared to the CTR group (Figure 4). 

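Lists of genes stood here in place of the gene ontology annotation and enrichment tool, which were not used. The 11 lists, for processes of Figure 4 or related to them, were written from general knowledge before the counts were examined, when a few values of Supplementary Table S2 had been seen. Each list was tested on 1 contig per gene over 13162 gene names with limma's camera at a preset inter-gene correlation of 0.01, and the 33 tests of 11 lists in 3 comparisons were adjusted together. For AA compared to CTR, 29 of the 31 genes found for chromosome condensation and segregation were higher in AA, with a median log2 fold-change of 2.25 (adjusted p = 2.87e-18 from camera). Of these genes, 19 had an adjusted p of 0.05 or less over all genes tested and 28 adjusted over the list alone. Its members with the smallest adjusted p were plk1 (log2 fold-change 4.33), top2a (3.50) and smc2 (3.48). The cell cycle and DNA replication list rose by a median of 1.01 (adjusted p = 1.51e-10 from camera). Its members with an adjusted p of 0.05 or less numbered 13 over all genes tested and 17 adjusted over the list alone, led by cdk1, rrm2 and ccnb1. Muscle differentiation was higher in AA for 22 of 24 genes (median 0.93, adjusted p = 1.25e-06 from camera), with 10 members past the threshold over all genes tested, 12 adjusted over the list alone, and klhl40b, myog and cdh15 in front. Striated muscle contraction was higher for 21 of 22 genes (median 2.03, adjusted p = 2.87e-18 from camera), with 17 members past it over all genes and 19 adjusted over the list alone. Its leading members were ttn.1 (3.06), ckmb (2.67) and tpm2, which fell (−1.28). All 4 lists held under fry, at adjusted p of 0.00225 or less from limma. With the correlation estimated from the data, only chromosome condensation and segregation (adjusted p = 0.0258 from camera) and contraction (0.0482) held, while muscle differentiation had 0.0572 and cell cycle 0.059.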

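For IGF1 compared to CTR, the IGF and PI3K signaling list was lower in IGF1, with a median log2 fold-change of −0.34 and 12 of 37 genes higher (adjusted p = 0.00527 from camera). Of its members, 10 had an adjusted p of 0.05 or less over all genes tested and 12 adjusted over the list alone. The leading ones went both ways, with pik3ip1 down (−1.59), igfbp5b up (1.67) and igfbp1a down. By the paper, IGFBP1 possibly keeps IGFs from their receptors, so the list holds members that may oppose the pathway. The lower median of the list therefore does not show lower IGF and PI3K signaling. No list stood for the paper's terms of amino acid metabolism themselves, so that process was not tested. In the list of aminoacyl-tRNA synthetases, 17 of 18 genes were higher in IGF1 (median 0.62, adjusted p = 7.64e-20 from camera). This list had 15 members past the threshold over all genes tested and 17 adjusted over the list alone. Its leading members were vars (1.09), gars (0.82) and yars (1.14). The list of amino acid response genes had a median of 0.26 (0.097 to 0.451 with a library left out) and did not pass (adjusted p = 0.0681 from camera), except in 2 of the 9 fits with a library left out, although 13 members did over all genes tested and 16 adjusted over the list alone, among them sat1a.2 down, phgdh up and nupr1b down. Collagen and matrix organization was higher for 26 of 39 genes, with a median of 0.25 (adjusted p = 1.64e-05 from camera), 17 members past the threshold over all genes and 22 adjusted over the list alone. The genes in front were serpinh1a (1.14), col6a2 (0.84) and serpinh1b (1.09). All 3 lists that passed held under fry, and only the aminoacyl-tRNA synthetases held with the correlation estimated (adjusted p = 0.00506 from camera, against 0.156 for IGF and PI3K signaling and 0.186 for matrix organization).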

Our results show that AA treatment induced the enrichment of many processes related to chromosomal alteration/mitosis (GO:0030261; GO:0000819; GO:0031112) and muscle differentiation (GO:0035914; GO:0045445; GO:0006941), while IGF1 modulated mostly IGF/PI3K signaling (GO:0043567; GO:0014068; GO:0008286), amino acids metabolism (GO:1901605; GO:0006526; GO:0015800), and matrix organization (GO:0030199) (Figure 4).

### 2.3. AA and IGF1 Treatments Resulted in Differential Expressed miRNAs, and AA Induced Higher Number of Muscle-Specific miRNAs

The sequencing of pacu myotubes microRNAome yielded a total of 40,147,542 (CTR), 40,557,507 (AA) and 44,512,081 (IGF1) single-end reads per group (Supplementary Table S1). After trimming, 122,586,164 single-end reads (98% of the total) were successfully annotated into 3579 miRNA, and after normalization, the myotubes treated with AA or IGF1 showed, respectively, 11 and 8 differentially expressed miRNA compared to the CTR group (Supplementary Tables S1 and S4).

According to the microRNAome PCA plot, the AA pacu myotubes were grouped separately from CTR and IGF1 treatments, showing that the AA input had a more distinct effect on miRNA modulation, while the samples from CTR and IGF1 groups were similar to each other (Supplementary Figure S3). In fact, the different expression analysis showed that the muscle-specific miRNAs (*miR-1*, *-133*, *-206* and *-499*) were mainly up-regulated by AA treatment, with the presence of mature sequences derived from 3p or 5p strands. In addition, our results show different paralogous copies of *miR-133* (a, b and c) up-regulated by the AA treatment (Supplementary Table S4).

### 2.4. Omics Integration Showed Complex Molecular Networks, with High marcksb/miR-29b Interaction in AA and mmp14b/miR-338-5p Interaction in IGF1

After miRNA target prediction, we found interaction molecular networks with strong relationships between the differentially expressed genes from the transcriptome, with differentially expressed miRNAs from the microRNAome. These interaction networks show several up- and down-regulated genes, co-expressed according to the literature, with potential binding sites for miRNAs altered by AA or IGF1 treatments (Supplementary Figure S4). Within the networks generated for AA treatment, we found *marcksb*/*miR-29b* interaction with high hybridization (MFE = −25.9 kcal/mol). Moreover, MARCKS is involved in myogenesis and muscle differentiation [55,56,57,58,59,60], and showed a number of interactions with others DEG in transcriptome (Figure 5). 

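The leading contig of marcksb (Duran_pc_TRINITY_DN93_c4_g1_i1) had a normalized count of 32.9 ± 9.5 (SD, n = 3) in CTR, 158 ± 101 (SD, n = 3) in AA and 48.3 ± 10.1 (SD, n = 3) in IGF1. The AA libraries ranged from 49.2 to 248 normalized counts, and all lay above all CTR libraries. Its fold-change in AA was 5.15 (log2 fold-change 2.37, standard error 0.38, adjusted p = 0.000348 from edgeR), between 2.00 and 2.66 on the log2 scale with any library left out. The rise in IGF1 was not past the threshold (log2 fold-change 0.57, adjusted p = 0.491 from edgeR), and the difference between AA and IGF1 was (1.79, adjusted p = 0.00476 from edgeR). The second contig named marcksb, with a log2 fold-change of 1.88 in AA, was not past it. Of the network's other up-regulated genes, hmgn3 had a log2 fold-change of 2.20 in AA, kif11 of 3.72 and cd99l2 of 1.67, with adjusted p of 0.000497, 0.00229 and 0.00128 from edgeR. The value of cd99l2 is that of the contigs named CD99 antigen-like protein 2 in the count table, whose mean counts are those Supplementary Table S2 gives for cd99l2. Another 2 contigs, which carry the name cd99l2 itself and higher mean counts, did not pass in AA, with log2 fold-changes of 0.60 and 0.56 and adjusted p of 0.0797 and 0.0647 from edgeR. The kif11 contig had 0 counts in CTR replicate 1 and fell under the count minimum without AA replicate 2. The gene slc25a44a rose by 1.42 in log2 fold-change without passing the test (adjusted p = 0.131 from edgeR) at 6.97 normalized counts in CTR. Of the down-regulated genes, plk3 (−1.34, adjusted p = 0.00991 from edgeR) and nkain1 (−1.66, adjusted p = 0.000322 from edgeR) passed. For dpysl3, 2 of 4 contigs were differentially expressed, with log2 fold-changes of −1.18 and −1.17, and the leading contig had −0.95. For snupn, 1 of 3 contigs passed (−1.58, adjusted p = 0.0202 from edgeR), and the leading contig did not (−1.14, adjusted p = 0.0791).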

In the IGF1 network, we found *mmp14b*/*miR-338-5p* interactions with high hybridization (MFE = −26 kcal/mol). 

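The leading contig of mmp14b (Duran_pc_TRINITY_DN16_c6_g1_i1) had 1642 ± 138 (SD, n = 3) normalized counts in CTR and 815 ± 65.7 (SD, n = 3) in IGF1. Its fold-change in IGF1 was 0.494 (log2 fold-change −1.02, standard error 0.12, adjusted p = 2.71e-05 from edgeR), and both contigs named mmp14b were down-regulated. The fall sat at the 2-fold minimum. It was smaller than 2-fold without CTR replicate 3, IGF1 replicate 1 or IGF1 replicate 3, with log2 fold-changes from −1.07 to −0.95 over all libraries left out. Of the other genes of the network in Figure 6A, arrdc2 had a log2 fold-change of −2.21 in IGF1, hbp1 of −1.46 and rnf180 of −1.48, with adjusted p of 4.28e-06, 8.35e-05 and 0.00286 from edgeR. The contig named TGF-beta receptor type-2-like, taken as tgfbr2, had −1.11 (adjusted p = 0.00119 from edgeR), and lost its call without IGF1 replicate 1. None of the 3 contigs of fbxo25 was past both thresholds. Its leading contig fell by less than 2-fold (−0.74, adjusted p = 0.0436 from edgeR), and the contig with the largest fall (−1.25) had an adjusted p of 0.107 from edgeR.

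**Figure D2:**
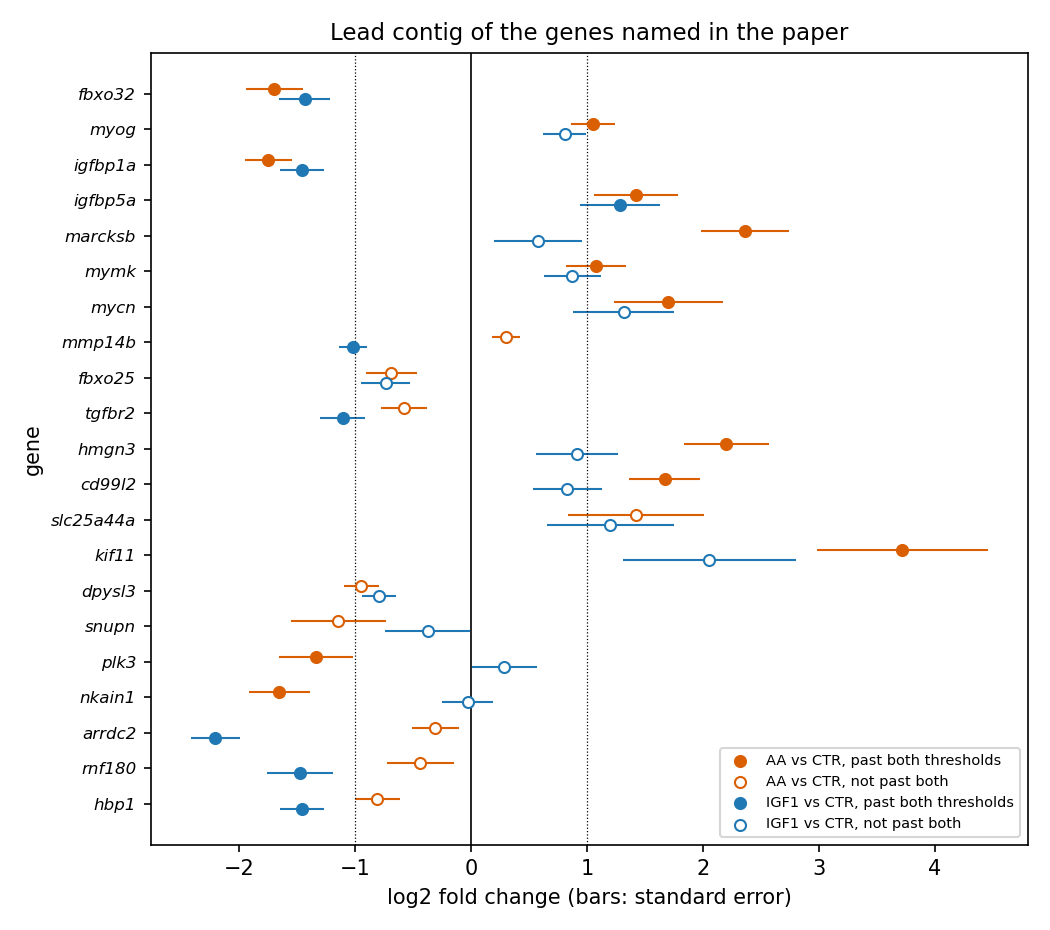
Log2 fold-change and standard error of the leading contig of 21 genes named in the paper, in AA (orange) and IGF1 (blue) compared to CTR, with cd99l2 taken from the contigs named CD99 antigen-like protein 2, filled where the gene is past both thresholds and open where it is not. By their leading contigs, arrdc2, hbp1, rnf180, mmp14b and tgfbr2 pass in IGF1 only. By the same contigs, marcksb, hmgn3, kif11, CD99 antigen-like protein 2, plk3, nkain1, myog, mymk and mycn pass in AA only.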

MMP14 also showed interactions with other DEGs in the transcriptome, besides the involvement in muscle regeneration and fibrous tissue organization and development [61,62,63,64] (Figure 6). In addition, to complement our results and provide further insight, we used the counts obtained in our work to check the correlation between miRNA–target interactions already validated in the literature (Supplementary Figure S5).

### 2.5. Inverse Expression Pattern Was Observed between marcksb and miR-29b, and between mmp14b and miR-338-5p, Both In Vitro and In Vivo

To validate and further explore our results, we evaluate the gene expression of *marcksb*, *miR-29b*, *mmp14b*, *miR-338-5p*, and other genes selected from AA and IGF1 networks (Supplementary Table S5). We used in vitro pacu myotubes treated with amino acids or IGF1, and in vivo muscles from pacus submitted to fasting (4 days) and re-feeding (3 days). The *marcksb* transcription was increased in myotubes treated with AA (fold-change = 2.23; *p* < 0.05) compared to CTR and IGF1, and increased in the re-fed fish (fold-change = 1.30; *p* < 0.01) compared to the fasting period. The expression of *mycn* did not show statistical differences between experimental groups. On the other hand, *miR-29b* expression was decreased in AA, despite the lack of statistical differences, and in IGF1, compared to CTR (fold-change = 0.30; *p* < 0.05). Similarly, *miR-29b* showed up-regulation after fasting (fold-change = 35.7; *p* < 0.05) and down-regulation after refeeding (fold-change = 1.64; *p* < 0.05) (Figure 7).

The expression of *mmp14b*, *fbxo25* and *tgfbr2* was decreased in myotubes treated with IGF1 compared to other groups (fold-change = 0.32 for *mmp14b*, fold-change = 0.36 for *fbxo25* and fold-change = 0.50 for *tgfbr2*; *p* < 0.01), results corroborated by the increased transcription of these genes after fasting (fold-change = 4.61 for *mmp14b*, fold-change = 13.5 for *fbxo25* and fold-change = 2.13 for *tgfbr2*; *p* < 0.05), and decreased transcription after re-feeding (fold-change = 1.04 for *mmp14b* and fold-change = 1.00 for *fbxo25*; *p* < 0.01). In contrast, the *miR-338-5p* showed up-regulation in IGF1 compared to CTR (fold-change = 3.35; *p* < 0.05), while the fish showed decreased transcription after fasting (fold-change = 0.59; *p* < 0.05), and a slight increase after re-feeding, despite the lack of statistical difference (Figure 8).

In addition, to complement our results, we checked the correlation between *marcksb*/*miR-29b* and *mmp14b*/*miR-338-5p* interactions. Both showed significant negative correlation indexes (ρ = −0.35 and ρ = −0.62, respectively; *p* < 0.05) (Supplementary Figure S6).

## 3. Discussion

Research on fish skeletal muscle growth has enormous importance in fish farming production and development, with this tissue representing the main product of the aquaculture industry [1,7]. Hyperplasic and/or hypertrophic muscle growth involve the proliferation and differentiation of myoblasts and their subsequent fusion into myotubes, steps recapitulated by the fish myoblast cell cultures [38,39,41]. In addition, fish muscle growth is influenced by different inputs that lead to increased protein synthesis, strongly regulated by the IGF/PI3K/MTOR axis. Among them, the IGF1 itself and several amino acids are the most studied factors that promote muscle growth [41].

Different studies have used the fish myoblast cell cultures to examine anabolic pathways in muscle [11,12,13,44,65]. Díaz et al. (2009) detected *glut4* up-regulation (*insulin-responsive glucose transporter type 4*) in both myoblasts and myotubes after treatment with INS (insulin) and IGF1 [66]. Moreover, IGF1 and INS supplementation to trout myocytes promoted increased protein synthesis and decreased proteolysis, whereas the administration of leucine only reduced protein degradation [44]. In addition, the lack of amino acids increases autophagosome formation, the expression of autophagy genes [67], and the transcription of *fbxo32*/*mafbx* and *murf1* (*muscle-specific ring finger protein 1*) [68], but there is evidence that amino acids can act as positive or negative regulators of protein turnover in fish muscle. Cleveland and Radler (2019) showed that leucine and phenylalanine directly regulate proteolysis in rainbow trout-cultured muscle cells, with leucine as a central regulator of protein turnover, while an excess of lysine and valine increased rates of protein degradation [69]. On the other hand, Azizi et al. (2016) observed that lysine deficiency down-regulated the expression of IGF signaling components and MRFs in gilthead sea bream myocytes [70].

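The genes called by edgeR numbered 2.51 times as many in AA as in IGF1. The libraries of the AA group were the shallower ones, with 13.4% of all counts against 47.9% in IGF1. With every library thinned to the total of the shallowest, an alternative chosen after seeing the data, the ratio was 2.03 to 2.23 over 5 random draws. It stayed between 2 (without AA replicate 3) and 3.77 (without IGF1 replicate 1) with any library left out. The numbers were closest in the fit of only the 2 groups compared, with 1065 genes in AA and 616 in IGF1, and with edgeR's newer quasi-likelihood method, chosen after seeing the data, with 1479 and 857.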

In our study, we obtained a higher amount of DEGs in AA-treated myotubes (1228), with much fewer de-regulated genes in IGF1-treated cells (534) (Supplementary Tables S1 and S2), which could be an indicative that AA treatment was more effective or potent than the pro-growth condition, compared to the IGF1 group. However, we must consider that the strong regulation of AA treatment may result from the medium composition, which includes several amino acids with unique or overlapping roles in muscle growth and metabolism [69], representing a collection of anabolic factors, and not a single factor as the IGF1. According to the heatmap, there is a gene expression signature specific to each experimental group, CTR (Cluster III), AA (Cluster I), or IGF1 group (Cluster II) (Figure 2). 

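The gene names that Supplementary Table S3 lists for each cluster were looked up in the normalized counts. Of the 285 names listed for Cluster I, 246 were found, and 89.4% of these had their highest group mean in AA. Of the 75 listed for Cluster II, 64 were found, with 89.1% highest in IGF1. Of the 142 listed for Cluster III, 115 were found, with 90.4% highest in CTR. The lists were chosen by the authors on these same libraries.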

Considering the distinct molecular repertories that are mobilized in each pro-growth condition, the identification of the genes in each cluster (Supplementary Table S3) could be of interest for research focusing on AA or IGF1 treatment. Our results provided important large-scale data from isolated fish muscle cells treated with the most used inputs to increase myogenesis and muscle growth [41], something not yet investigated, to the best of our knowledge. In addition, we identified 218 genes with up- or down-regulated transcription in both AA and IGF1 treatments (Figure 3; Supplementary Table S3). Among these genes, we found the down-regulation of *igfbp1a* (*insulin-like growth factor-binding protein 1*; fold-change = 0.31 in AA and 0.35 in IGF1) and up-regulation of *igfbp5a* (insulin-like growth factor-binding protein 5; fold-change = 2.34 in AA and 2.16 in IGF1), both with defined roles in skeletal muscle.

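The leading contig of igfbp1a had 691 ± 120 (SD, n = 3) normalized counts in CTR, 204 ± 19.0 (SD, n = 3) in AA and 255 ± 68.8 (SD, n = 3) in IGF1. The fold-change of igfbp1a was 0.298 in AA (log2 fold-change −1.75, standard error 0.20, adjusted p = 1.34e-05 from edgeR) and 0.363 in IGF1 (log2 fold-change −1.46, standard error 0.19, adjusted p = 8.35e-05 from edgeR). Of its 7 contigs, 5 were down-regulated in each treatment. The single contig of igfbp5a had 22.6 ± 3.8 (SD, n = 3) normalized counts in CTR, 58.3 ± 14.0 (SD, n = 3) in AA and 54.2 ± 19.6 (SD, n = 3) in IGF1. Its fold-change was 2.68 in AA (log2 fold-change 1.42, standard error 0.36, adjusted p = 0.0142 from edgeR) and 2.44 in IGF1 (log2 fold-change 1.29, standard error 0.35, adjusted p = 0.0312 from edgeR). All AA and IGF1 libraries lay beyond the CTR libraries for both genes. The calls of igfbp1a held whichever library was left out. That of igfbp5a in AA was lost without CTR replicate 2, CTR replicate 3 or AA replicate 2, with adjusted p of up to 0.0746 from edgeR. In IGF1 it was lost without any one of the CTR libraries, IGF1 replicate 1 or IGF1 replicate 3 (adjusted p up to 0.278 from edgeR), with counts summed per gene name (0.0671) and in limma on the authors' normalized counts (0.136).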

Despite having structural similarities, IGFBPs exert different functions according to the physiological conditions and cell types [71,72,73]. In teleost fish, as well as in mammals, the highest expression of *igfbp1* occurs in the liver under normal conditions [74,75], and in skeletal muscle under low nutrient availability. To overcome this catabolic condition, IGFBP1 possibly sequesters IGFs from IGFRs, prioritizing metabolic processes associated with cell survival instead of muscle growth [72]. In this sense, Rolland et al. (2015) described that the low amino acid diet promotes the up-regulation of *igfbp1* in rainbow trout, a process reversed when the anabolic environment is recovered [76]. Similarly, the down-regulation of *igfbp1a* in both the AA and IGF1 treatments of our study indicates the activation of anabolic pathways and the continuity of myogenic processes. On the other hand, studies have shown that *igfbp5* has great importance in myogenesis, muscle growth and gill functions, regulating IGFs and calcium ion influx [77,78,79]. Atlantic salmon muscle cells had high expression of *igfbp5* paralogs (*igfbp5a* and *igfbp5b*) in response to amino acids, possibly stimulating the cell cycle [13], and gilthead sea bream muscle cells showed increased *igfbp5* transcription under treatment with amino acids and IGFs [70,80], similar to our data, results that corroborate and reinforce the importance of this gene in pro-growth conditions.

Moreover, our results also showed that individual AA and IGF1 treatments modulated different signaling pathways. 

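The difference between AA and IGF1 was tested itself on the same lists of genes. Chromosome condensation and segregation was higher in AA than in IGF1 for 31 of 31 genes (median log2 fold-change 1.47, adjusted p = 1.78e-11 from camera, 0.0265 with the correlation estimated). The genes in front were kifc1, plk1 and tpx2. Muscle differentiation was higher in AA for 21 of 24 genes (median 0.65, adjusted p = 3.47e-06 from camera), led by myf5, mef2aa and klhl40b. Striated muscle contraction was higher for 20 of 22 (median 1.77, adjusted p = 9.51e-17 from camera), led by actc1a, mylpfa and ttn.1, and neither held with the correlation estimated (adjusted p = 0.059 and 0.0536). The IGF and PI3K signaling list did not differ between the treatments (median 0.03, adjusted p = 0.275 from camera). Its most changed members were pik3ip1 (1.90), igfbp5b (−1.84) and igfbp6a (3.11). Aminoacyl-tRNA synthetases were lower in AA for all 18 genes (median −0.65, adjusted p = 4.5e-17 from camera, 0.00278 with the correlation estimated), led by eprs, gars and iars. Collagen and matrix organization did not pass as a list (median −0.24, adjusted p = 0.133 from camera), though it did with the replicate number as a block (adjusted p = 0.0326 from camera) and in 2 of the 9 fits with a library left out, while 22 of its 39 members did over all genes tested and 26 adjusted over the list alone. Among them, mmp14b and fmoda were higher in AA and col1a1b was higher in IGF1.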

AA samples showed the enrichment of biological processes related to chromosomal changes/mitosis and muscle differentiation, while IGF1 samples induced IGF/PI3K signaling, the metabolism of amino acids, and matrix organization (Figure 4). These same biological processes were enriched in each treatment considering the exclusive genes in heatmap clusters. Corroborating our data, studies showed that AA stimulates protein synthesis during myogenesis by themselves [11,12], through the direct activation of the MTOR complex, without affecting upstream components such as PI3K, but IGF1 only stimulates protein synthesis if AA are also present [13,14]. In fact, our results indicate that PI3K signaling is less enriched in AA myotubes, and that IGF1 requires the activation of amino acids metabolism to stimulate protein synthesis. It seems that IGF1 has an upstream effect to induce muscle growth, in accordance with its role as a binding factor at the muscle cell membrane [81], stimulating protein synthesis via an increase in PI3K signaling. On the other hand, the AA treatment appears to have a downstream effect on muscle growth, increasing myogenesis through cell proliferation/mitosis and differentiation. It is not clear why IGF1 alone fails to stimulate myogenic pathways such as AA. A hypothesis would be that amino acids are more relevant and consistent during the MTOR integration of nutritional and hormonal signals to regulate protein synthesis and cell proliferation [82,83,84]. The amino acids may facilitate IGF1 function, and their absence in IGF1 treatment possibly inhibited, or did not activate, components of the IGF and myogenic systems, similar to the results of Azizi et al. (2016) [70]. However, as discussed, this broader effect of AA treatment may result from the presence of several different amino acids in the culture medium.

The miRNAs also regulate all steps of myogenesis [29,30,31,32,85,86], through the silencing of mRNAs [16,17,18]. In our study, we observed, respectively, 11 and 8 differentially expressed miRNAs in AA and IGF1 samples (Supplementary Tables S1 and S4), with the majority of the AA up-regulating muscle-specific miRNAs (*miR-1*, *-133*, *-206* and *-499*), which could also indicate the higher potency of AA treatment as a pro-growth input. Both in mammals and teleost fish, the *miR-1* and *-206* belong to the same miRNA family and are involved in muscle development by stimulating myoblast differentiation [29,30,34], while the myoblast proliferation is regulated by *miR-133* [29,34]. On the other hand, *miR-499* participates in the specification and maintenance of the slow-twitch muscle fiber phenotype, with increased expression in slow muscle cells [31,32,34,36,87,88]. Our work showed significant negative correlation between miRNAs and validated targets involved with myogenesis and muscle growth (Supplementary Figure S5), and the high enrichment of myogenic processes in AA myotubes could be explained by the up-regulation of several muscle-specific miRNAs. The favored cell differentiation was stimulated by *miR-1* and *miR-206* (fold-change = 1.25 and 2.39 in AA), while myoblast proliferation/mitosis was probably regulated by the many paralogous copies of *miR-133* (fold-change = 1.75 in AA), which also showed different active strands (5p and 3p) (Supplementary Table S4). The different copies of *miR-133* (*-133a*, *-133b* and *-133c*) and their specific functions in muscle growth constitute an interesting research field, leading to improvements in biological knowledge, and the potential to apply this in aquaculture.

Rather than individual genes and miRNAs, both AA and IGF1 treatments also activated large sets of molecular components, demonstrated by the strong relationship and high complexity of the interaction networks (Supplementary Figure S4). Within such networks, we found two interesting genes: *marcksb* (fold-change = 3.77 in AA), which is related to myogenesis and muscle differentiation; and *mmp14b* (fold-change = 0.5 in IGF1), which is related to matrix organization and development (Figure 5 and Figure 6). These de-regulated genes showed high affinity with the miRNAs *miR-29b* (fold-change = 0.22 in AA) and *miR-338-5p* (fold-change = 1.73 in IGF1), respectively. Validation through qPCR corroborated the results of differential gene expression, with increased *marcksb* expression and decreased *mmp14b* expression by pro-growth stimuli both in vitro and in vivo (Figure 7 and Figure 8), besides a significant negative correlation between these genes and miRNAs (Supplementary Figure S6).

The MARCKS is an actin-binding protein that translocates from plasma membrane to cytosol and vice versa, depending on its phosphorylation state, which is regulated mainly by protein kinase C [55,60]. Studies showed that MARCKS translocation regulates muscle cell adhesion, spreading [56], differentiation and fusion [57,58], in addition to the control of cytoskeleton dynamics [89]. Moreover, the blocking of MARCKS resulted in abnormalities in the skeletal muscle of zebrafish, with an increased number of nuclei and curve-shaped fibers [59]. Our work showed that AA treatment stimulated the enrichment of muscle differentiation processes, consistent with the up-regulation of *marcksb* by AA in in silico (Figure 5A,C), in vitro (Figure 7A), and in vivo re-fed pacus (Figure 7B). Interestingly, other well-characterized genes of myoblast fusion were also up-regulated by the AA in our in silico analyses, such as *myogenin* (fold-change = 2.02) and *myomaker* (fold-change = 2.12), indicating that *marcksb* could be a new option and a possible molecular marker of fish muscle cell differentiation in pro-growth conditions. In contrast, *miR-29b* was down-regulated by both AA and IGF1 in in silico (Figure 5A,C), in vitro (Figure 7E) and in vivo re-fed pacus (Figure 7F). 

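The leading contig of mymk, the gene of myomaker, had 66.6 ± 16.0 (SD, n = 3) normalized counts in CTR, 140.0 ± 7.5 (SD, n = 3) in AA and 125 ± 32.7 (SD, n = 3) in IGF1. Its fold-change in AA was 2.11 (log2 fold-change 1.08, standard error 0.26, adjusted p = 0.00942 from edgeR), and 3 of its 6 contigs were up-regulated. The call was lost without CTR replicate 2, CTR replicate 3 or AA replicate 2 and with counts summed per gene name (log2 fold-change 0.98). The rise in IGF1 was smaller than 2-fold (log2 fold-change 0.87, adjusted p = 0.0431 from edgeR). Between AA and IGF1, mymk did not differ (0.21, adjusted p = 0.725 from edgeR). From the rise of myog and mymk, known genes of myoblast fusion, beside that of marcksb in AA, the paper proposes marcksb as a possible molecular marker of fish muscle cell differentiation.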

In fact, *miR-29b* is commonly up-regulated in multiple types of muscle atrophy, as induced by denervation, dexamethasone, fasting, ageing or cachexia, conditions attenuated after the inhibition of this miRNA [90,91]. The reduced expression of *miR-29b* in our AA treatment probably allowed the effects of *marcksb,* and favored the environment for myogenesis and muscle growth. To obtain further information, we also evaluated the expression of *mycn*, a proto-oncogene required for cell proliferation which inhibits myogenic differentiation [92]. Despite the up-regulation of *mycn* in AA transcriptome (fold-change = 2.56) and the connection with *marcksb* in the molecular network (Figure 5A), we did not find statistical differences between the groups, in vitro or in vivo (Figure 7C,D), which reinforces a more active role of *marcksb* and enhanced muscle differentiation.

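The single contig of mycn had 15.9 ± 7.11 (SD, n = 3) normalized counts in CTR and 61.6 ± 38.0 (SD, n = 3) in AA. Its fold-change in AA was 3.25 (log2 fold-change 1.70, standard error 0.47, adjusted p = 0.0221 from edgeR). The AA libraries ranged from 38.1 to 105 normalized counts, above all CTR libraries, whose highest was 21.9. The call was lost without CTR replicate 1, CTR replicate 3 or AA replicate 3, with adjusted p of up to 0.0794 from edgeR.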

MMP14 is a collagenase and a member of the matrix metalloproteinase family, which is not fully characterized in skeletal muscle. Ohtake et al. (2006) demonstrated that MMP14 is a major contributor to the progression of myogenesis through the degradation of extracellular matrix (ECM) components. In addition, MMP14-deficient mice showed smaller and more heterogeneous muscle fibers with compromised integrity [62]. Human muscle satellite cells also showed the expression of this metalloproteinase, which is necessary for in vitro cellular invasion through collagen I [61], highlighting the relevance of MMP14 activity for muscle cell migration and ECM remodeling, which are particularly important for muscle regeneration and growth [63]. In our study, we observed the down-regulation of *mmp14b* by IGF1 in silico (Figure 6A,C), in vitro (Figure 8A) and in vivo re-fed pacus (Figure 8B). Although controversial, these results make sense considering that IGF1 mainly enriched processes related to IGF/PI3K signaling, and not myogenic mechanisms. 

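The mean normalized count of mmp14b in AA was 2050.0 ± 57.6 (SD, n = 3), and the 3 AA libraries, from 1985 to 2095, lay above the CTR libraries, from 1516 to 1789. The rise compared to CTR was not past the threshold (fold-change 1.23, log2 fold-change 0.30, standard error 0.12, adjusted p = 0.113 from edgeR). Over 21 alternatives the adjusted p from edgeR, DESeq2 or limma ranged from 0.0148 to 0.417, and 1 of them, with no normalization beyond the library size, put it at 0.05 or less. AA and IGF1 differed, with mmp14b 2.49-fold higher in AA (log2 fold-change 1.32, standard error 0.12, adjusted p = 1.81e-06 from edgeR).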

In fact, *mmp14b* was up-regulated in the AA transcriptome (Figure 6C). As discussed, IGF1 treatment was possibly less effective as a pro-growth condition compared to the AA group, suggesting that the cells were focusing on protein turnover rather than muscle proliferation and differentiation. On the other hand, *miR-338-5p* was up-regulated by IGF1 in in silico (Figure 5A,C), in vitro (Figure 8G) and in vivo re-fed pacus (Figure 8H). To the best of our knowledge, no study has evaluated this miRNA in fish skeletal muscle. Lei et al. (2017) have shown roles of *miR-338-5p* in suppressing the proliferation and migration of glioblastoma cells through the inhibition of EFEMP1, a regulator of matrix metalloproteinases [93], and Nielsen et al. (2014) observed an up-regulation of *miR-338-3p* in circulation after 1 h of acute exercise [94], allowing us to draw a parallel with the pro-growth effect of IGF1.

For a deeper understanding of our in silico results, we also evaluated the expression of other de-regulated genes that showed an interaction with *mmp14b* and could also be regulated by *miR-338-5p*. In association with *mmp14b*, we found the decreased expression of *fbxo25* and *tgfbr2* after the pro-growth stimuli, both in vitro and in vivo (Figure 8C–F). The FBXO25 is classified as an E3 ubiquitin ligase with high homology to FBXO32 in fish [95]. We previously demonstrated the increased expression of *fbxo25* during fasting and down-regulation during re-feeding in pacu muscle and cultured cells [42,96], and this same molecular scenario was observed in fasted and re-fed rainbow trout [97]. In the present work, a pronounced reduction in *fbxo25* expression was observed in IGF1, indicating that the protein breakdown should be stopped, so that anabolism and muscle growth take place in the treatment. The TGFB pathway and its downstream components are well known as myogenic inhibitors, with MSTN (myostatin) widely studied in fish muscle development [98]. The TGFB signaling starts with the binding of the ligand to type 1 and 2 membrane receptors, forcing their assembly into a complex that initiates the phosphorylation cascade [99]. In this sense, the activation of *tgfbr2* was associated with *myod* and *myog* down-regulation in C2C12 cells, and the *tgfbr2* inhibition by miRNA resulted in a reversed effect [100]. In addition, Accornero et al. (2014) showed that the blocking of TGFB signaling through TGFBR2 mutant attenuated muscular dystrophy and injury, and improved muscle regeneration and satellite cell numbers in mice [101], indicating a negative regulation by *tgfbr2* in muscle growth. In the present work, the down-regulation of *tgfbr2*, both in vitro and in vivo, demonstrates that the suppression of TGFB signaling may be necessary for fish muscle growth regulated by IGF1. Our results suggest that IGF1-induced the expression of *miR-338-5p*, which possibly decreased the expression of *mmp14b*, *fbxo25* and *tgfbr2*, resulting in positive effects for protein synthesis and anabolism, but supressing the progression of myogenesis to avoid excessive cell energy expenditure.

## 4. Materials and Methods

### 4.1. Fish and Sample Collection

All experiments and procedures were performed in accordance with the Ethical Principles in Animal Research adopted by the National Council for the Control of Animal Experimentation (CONCEA). The protocol was approved by the Ethics Committee on Animal Use of the Institute of Biosciences, São Paulo State University (UNESP), Botucatu (protocol number 1184; 14 June 2019) and of the Federal University of Goiás (UFG), Goiânia (protocol number MB 026/21; 20 April 2021). The experiments were also conducted following the ARRIVE guidelines [102].

Fish were farmed at 28 °C under 12 h light:12 h dark photoperiod in storage tanks of 0.5 m^3^ equipped with water circulation system. For in vitro experiments, juvenile pacus (5–20 g, *n* = 20 per culture) were fed ad libitum once a day with a commercial diet, remaining 24 h in fasting before the experiments. For in vivo experiments, juvenile pacus (10–15 g, *n* = 6 per group) were submitted to fasting/re-feeding protocol, with a commercial diet. Fast-twitch muscles were collected from the epaxial region before the fasting protocol (Day 0), after 4 days of fasting (Day 4), and after 3 days of re-feeding (Day 3). All fish were euthanized with an excess of benzocaine (≥250 mg/L; Sigma-Aldrich, St. Louis, MO, USA) prior to body weight (g) measuring and muscle collection.

### 4.2. Isolation and Myoblast Cell Cultures

The myoblasts were isolated and cultured according to the protocol described by Fauconneau and Paboeuf (2000) [103]. The fast-twitch muscles were collected from the epaxial region and mechanically dissociated with scalpels. To release the muscle cells, the fragments were enzymatically digested with 0.2% collagenase type I (C9891) and 0.1% trypsin (T4799) (Sigma-Aldrich, St. Louis, MO, USA). The cell suspension was filtered in cell strainers (Corning, New York, NY, USA), allowing for the removal of debris, centrifuged, and the cell pellet was resuspended in DMEM medium (DMEM (D7777), 9 mM NaHCO_3_ (S5761), 20 mM HEPES (H3375), pH 7.4), with 1% antibiotics (A5955) and 10% fetal bovine serum (F7524) (Sigma-Aldrich, St. Louis, MO, USA). The cells were diluted at a concentration of 2 × 10^6^ cells/mL and plated in 6-wells plates, previously treated with poly-L-lysine (P6282) and laminin (L2020) (Sigma-Aldrich, St. Louis, MO, USA), which have high affinity for the myoblasts. The myoblasts were incubated at 28 °C, with the medium changed every day, and the myoblasts morphology was monitored regularly under a microscope (Olympus, Tokyo, Japan). The results were achieved from 3 independent cell cultures.

### 4.3. Amino Acids and IGF1 Treatments

After 8 days of cell culture (myotube formation), cells were incubated for 12 h with free amino acid medium (Earle’s balance salt solution 1× (E7510), 9 mM NaHCO_3_, 20 mM HEPES, Vitamin Mix 1× (M6895), 1% antibiotics and 4 g/L D-glucose (G8270)—Sigma-Aldrich, St. Louis, MO, USA) to reduce gene expression to basal levels. The pacu myotubes were incubated for additional 24 h in free amino acid medium (CTR group), medium with amino acids (AA group) (DMEM, 9 mM NaHCO_3_, 20 mM HEPES and 1% antibiotics—Sigma-Aldrich, St. Louis, MO, USA), or medium with recombinant IGF1 (IGF1 group) (free amino acid medium supplemented with IGF1 from gilthead sea bream at 100 ng/mL—ProSpec, Rehovot, Israel). The treatments were performed according to the protocol described by Bower and Johnston (2010) and Garcia de la serrana and Johnston (2013) [13,14]. Although minor differences, the final media composition between the groups differed, essentially with respect to the presence of amino acids or IGF1.

### 4.4. RNA Extraction and Sequencing

Total RNA was extracted from the myotubes immediately after the treatments, using TRIzol^®^ Reagent (Thermo Fisher Scientific, Waltham, MA, USA), following the manufacturer’s guidelines. RNA quantification and purity were estimated by spectrophotometry using 260/280 and 260/230 ratios (NanoVue™ Plus GE Healthcare, Chicago, IL, USA), and only samples with ratios >2.0 were used. The RNA integrity was evaluated through capillary electrophoresis using the 2100 Bioanalyzer System (Agilent, Santa Clara, CA, USA), and samples with RNA integrity number (RIN) >9.5 were used.

The generation of DNA libraries and sequencing of mRNAs and miRNAs were performed by LC Sciences (Houston, TX, USA). Transcriptome was obtained through the NovaSeq 6000 platform (Illumina, San Diego, CA, USA) with 150 base pairs, paired-end, and 6 GB data per sample. microRNAome was obtained through the HiSeq 4000 platform (Illumina, San Diego, CA, USA) with 50 base pairs, single-end, and 7–10 million reads per sample. The resulting large-scale sequencing data were processed through the GNU/Linux operating system, based on the Linux Mint 18.1 distribution (www.linuxmint.com, accessed on 3 May 2020).

### 4.5. Transcriptome and microRNAome Analyses

The quality of the sequencing was evaluated through the software FastQC version 0.11.8 (www.bioinformatics.babraham.ac.uk/projects/fastqc, accessed on 3 May 2020), and the software Trimmomatic [104] was used for adapters removal and filtering of the reads by quality, using a phred score >33. Considering the mature miRNA size (~22 nucleotides), only reads more than 17 nucleotides in length were maintained for the microRNAome.

For the transcriptome, the paired-end reads were de novo assembled using the Trinity software [105,106], and the contigs were annotated using Basic Local Alignment Search Tool (BLAST) [107] and OmicsBox software (version 1.4.12, BioBam Bioinformatics; https://www.biobam.com/omicsbox, accessed on 3 May 2020). Sequences were blasted against the Ostariophysi fish proteome database (*Astyanax mexicanus*, *Danio rerio* and *Pygocentrus nattereri*) and downloaded from the Ensembl Genome Browser 89 (http://www.ensembl.org/index.html, accessed on 3 May 2020), using BLASTx with an e-value cut-off of 10^−3^. The annotated transcriptome was used to map the contigs for each sample, using the Bowtie2 aligner [108]. For the microRNAome, the Bowtie2 aligner was used for the annotation and mapping steps based on the mature miRNA list of teleost fish (*Astatotilapia burtoni*, *Cyprinus carpio*, *Danio rerio*, *Takifugu rubripes*, *Gadus morhua*, *Ictalurus punctatus*, *Metriaclima zebra*, *Neolamprologus brichardi*, *Oryzias latipes*, *Oreochromis niloticus*, *Pundamilia nyererei*, *Salmo salar* and *Tetraodon nigroviridis*) available in miRBase version 22.1 (www.mirbase.org, accessed on 3 May 2020), allowing us to obtain an expression profile of known miRNAs.

Tables with the contig counts were submitted to differential expression analyses using the Bioconductor/R software with the DESeq2 package [109,110]. Genes and miRNAs counts were normalized by the median of the ratios method, with the counts divided by sample-specific size factors. Considering the number of counts between the samples, only genes and miRNAs with counts mean ≥10 were maintained. The genes were considered differentially expressed with adjusted *p*-value ≤ 0.05 and Log_2_(Fold-change) ≤−1 and ≥1 (2-fold). The miRNAs were considered differentially expressed with adjusted *p*-value ≤ 0.05 and Log_2_(Fold-change) ≤−0.55 and ≥0.55 (1.5-fold). All the raw and processed data of transcriptome and microRNAome analyses are available in the Gene Expression Omnibus (GEO) DataSets under the accession number GSE192683.

### 4.6. Principal Component Analysis, Heatmap, Venn Diagram and Gene Ontology Enrichment Analysis

A principal component analysis (PCA) related to gene and miRNAs analysis was performed using the number of normalized counts in log2 scale in Bioconductor/R software with the DESeq2 package [109,110]. The heatmap was created using Morpheus software (https://software.broadinstitute.org/morpheus, accessed on 18 August 2020) [111] with the normalized number of counts in the transcriptome. The hierarchical clustering was performed using one minus Pearson correlation as a metric and average linkage method. Non-hierarchical K-means clustering, obtained using the same metric, was used to better define different clusters of genes among the expression data. The Venn diagram was obtained in the Venny 2.1 software (https://bioinfogp.cnb.csic.es/tools/venny/index.html, accessed on 18 August 2020) and used to show sets of DEGs appearing in one or both AA vs. CTR and IGF1 vs. CTR comparisons. A gene ontology (GO) enrichment analysis was performed using the FishEnrichr database [112,113]. Up- and down-regulated genes were used to identify over-represented gene ontology terms of biological processes based on the annotation for *Danio rerio*. The Fisher exact was used as test type and, for each comparison, we considered the 10–15 most enriched terms according to the highest scores and lowest *p*-values (≤0.05).

### 4.7. miRNA target Prediction and Interaction Molecular Networks

The prediction of target mRNAs of the differentially expressed miRNAs was performed using TargetScanFish 6.2 [114], by searching for the presence of 8mer and 7mer sites that match the seed region of each miRNA. Interaction molecular networks were generated with the Cytoscape software [115], based on the *Danio rerio* annotation, using the GeneMANIA plugin [116], in order to show the level of the relationship between genes and miRNA, and the potential altered signaling pathways.

The miRNA target predictions were further evaluated by computational approaches, using the TransDecoder version 5.5.0 software [106] to identify the open reading frame and the ExUTR version 0.1.0 [117] to extract the 3′ untranslated regions of the mRNAs’ sequences. RNAhybrid version 2.1.2 [118] was used with the default parameters to predict miRNA target interaction, providing the minimum free energy (MFE) of hybridization and potential binding sites through nucleotide base complementarity. We selected miRNA target interactions with MFE ≤ −25 kcal/mol. In addition, we used the number of counts to analyze the correlation between miRNAs and genes that are well-validated according to the literature. The correlation index and statistical significance between miRNA and their targets were estimated using a Pearson correlation test, and the graphs were constructed using the ggplot2 R package [119].

### 4.8. Genes and miRNAs Validation by qPCR

For qPCR validation, we selected genes and miRNAs from the molecular networks which showed better MFE values of hybridization. We used cultured pacu myotubes kept in free amino acid medium, treated with amino acids or IGF1, as described (in vitro samples; *n* = 4), and pacu skeletal muscles before fasting, after 4 days of fasting and 3 days of re-feeding (in vivo samples; *n* = 6). Extracted RNA was treated with DNase I, Amplification Grade (Thermo Fisher Scientific, Waltham, MA, USA) to eliminate any possible contaminating genomic DNA from the samples, and reverse-transcribed using the High-Capacity cDNA Archive Kit (Thermo Fisher Scientific, Waltham, MA, USA). For miRNA expression, each cDNA was amplified using the TaqMan^®^ Universal PCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) and the TaqMan^®^ MicroRNA Assays (Thermo Fisher Scientific, Waltham, MA, USA), which contains primers and specific probes to *miR-29b*, *miR-338-5p* and *U6 snRNA* (*U6 small nuclear RNA*). For the *marcksb* (*myristoylated alanine rich protein kinase C substrate b*), *mycn* (*n-myc proto-oncogene protein*), *mmp14b* (*matrix metallopeptidase 14b*), *fbxo25* (*f-box protein 25*), *tgfbr2* (*tgf-beta receptor type-2*), *ppia* (*peptidylprolyl isomerase a*) and *rpl13* (*ribosomal protein l13*) mRNAs, each cDNA was amplified using the GoTaq^®^ qPCR Master Mix (Promega, Madison, WI, USA) and primers synthesized by Exxtend (Paulínia, Brazil). The primers were designed to work at 60 °C and amplify 50–200 bp regions, expanding exon–exon boundaries when possible, using Primer3 [120]. Potential hairpins, self-dimers or cross-dimers were estimated using NetPrimer software (Premier Biosoft, San Francisco, CA, USA). All qPCR were compliant with the Minimum Information for Publication of Quantitative Real Time (MIQE) guidelines [121]. The reactions were performed in duplicate, with the following conditions: 95 °C 10 min, 40 cycles at 95 °C 15 s and 65 °C 1 min, in a QuantStudio^TM^ 12K Flex Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA). Primer specificity was confirmed by the presence of a single-peak dissociation curve. Relative expression was estimated using the 2^−∆∆Ct^ method [122]. The *U6 snRNA*, *ppia* and *rpl13* were selected for the normalization of expression after their stability was tested through geNorm software [123]. Statistical analyses were performed using GraphPad Prism 5 Software, as well as the construction of graphs. After a Kolmogorov–Smirnov normality test, parametric data were further analyzed by a one-way ANOVA test, followed by Tukey’s multiple comparisons test, while non-parametric data were analyzed by Kruskal–Wallis test, followed by Dunn’s multiple comparisons test. In addition, we used the fold-change values (both in vitro and in vivo experiments) to analyze and confirm the correlation between *marcksb*/*miR-29b* and *mmp14b*/*miR-338-5p*. Correlation index and statistical significance between miRNA and their targets were estimated using a Pearson correlation test, and the graphs were constructed using the ggplot2 R package [119].

## 5. Conclusions

We obtained transcriptomic and microRNAomic data from pacu-cultured myotubes submitted to AA and IGF1 treatments. These pro-growth inputs modulated different sets of genes, and AA seems to be more effective, giving the higher number of differentially expressed genes and miRNAs. In addition, AA treatment enriched processes related to chromosomal alteration/cell mitosis and muscle differentiation, while IGF1 modulated upstream PI3K signaling, and needed to stimulate amino acids metabolism to induce muscle growth. The AA samples also showed the up-regulation of muscle-specific miRNAs, which appeared to be involved in myogenic events, especially *miR-1*, *-133* and *-206*.

In addition, both AA and IGF1 down-regulated *igfbp1a* and up-regulated *igfbp5a*, interesting genes, of which the transcriptions are modulated independently of the growth treatment. These genes represent potential molecular markers and excellent candidates to be evaluated in different conditions of muscle growth, including the gain and/or loss of function assays and other customized molecular techniques. Moreover, we identified networks linking *marcksb* and *miR-29b* in AA myotubes, and *mmp14b* and *miR-338-5p* in IGF1-treated cells. These genes and miRNAs were involved in fish myogenesis and muscle growth, and could influence the way in which AA and IGF1 inputs regulate muscle physiology and metabolism.

Our results allowed the better understanding and new insights of fish muscle growth regulation by important pro-growth inputs. Together, these findings may support future research and contribute to improvements in aquaculture programs, aiming to increase muscle mass, enhance growth rate, and/or better feed conversion efficiency, as well as background information for the development and advancement of in vitro meat production.

## Figures and Tables

**Figure 1:**
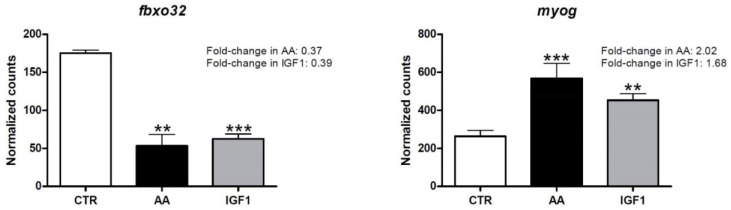
Digital expression of *fbxo32* and *myog*. Gene expression of *fbxo32* (*f-box protein 32*) and *myog* (*myogenin*) in CTR, AA and IGF1 groups according to the differential expression analyses. Expression is shown as number of counts, and values represent means ± s.e.m. (*n* = 3 independent cell cultures). The fold-changes are shown in the graphs and asterisks indicate significant differences compared to CTR: **: *p*-adj < 0.01; ***: *p*-adj < 0.001.

**Figure 2:**
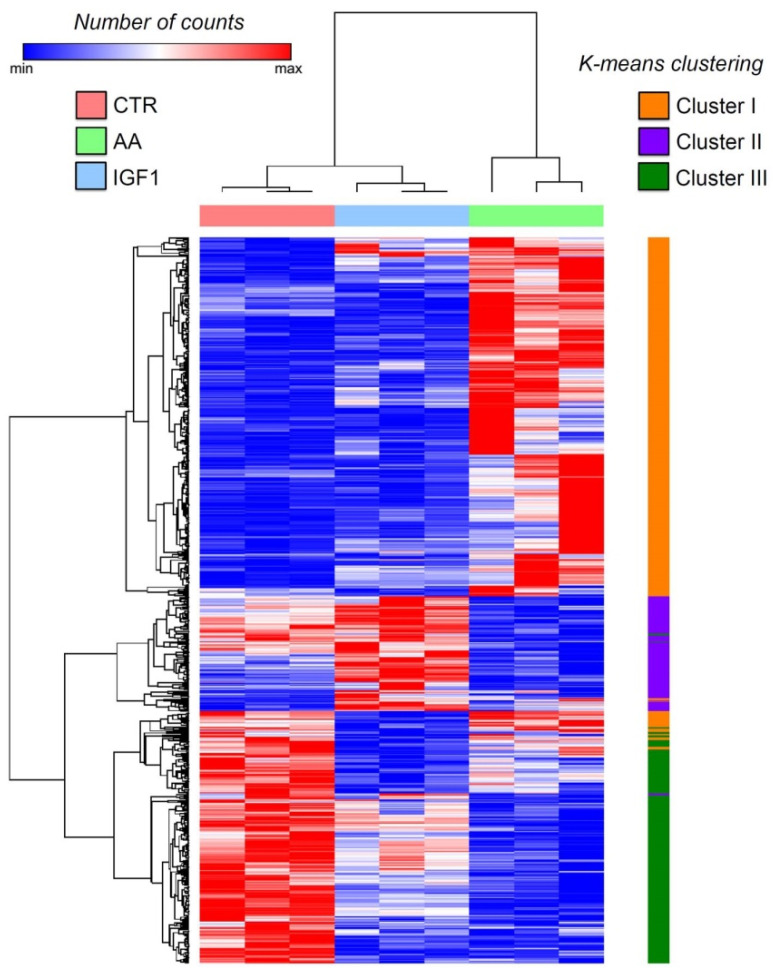
Transcriptome heatmap of pacu-cultured myotubes in CTR, AA, and IGF1 experimental groups. Heatmap showing gene expression according to the CTR, AA and IGF1 treatments by hierarchical clustering and non-hierarchical K-means clustering (K-means = 3). Heatmap shows the normalized read counts of differentially expressed genes, and one minus Pearson correlation was used as a metric for clustering.

**Figure 3:**
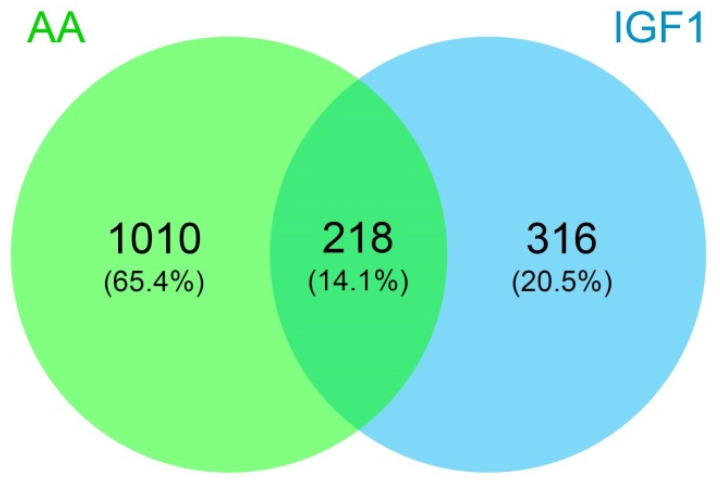
Venn diagram of genes differentially expressed in AA and IGF1 pacu-cultured myotubes. The Venn diagram showing different sets of differentially expressed genes considering the AA and IGF1 treatments, with 218 deregulated genes by both experimental groups.

**Figure 4:**
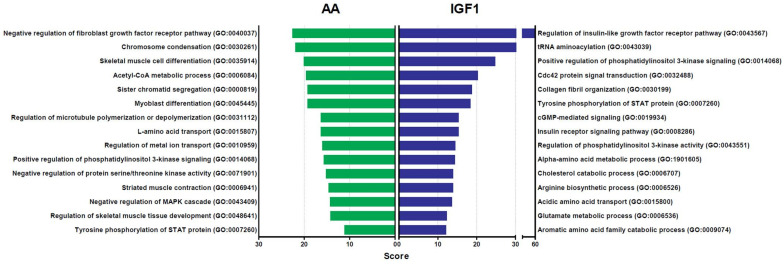
Gene ontology enrichment analysis of genes differently expressed in AA and IGF1 pacu-cultured myotubes. Biological processes were identified for up- and down-regulated genes in AA and IGF1 treatments compared to CTR group. Enrichment was defined as the 15 most significant terms according to the highest scores and *p*-values (<0.05).

**Figure 5:**
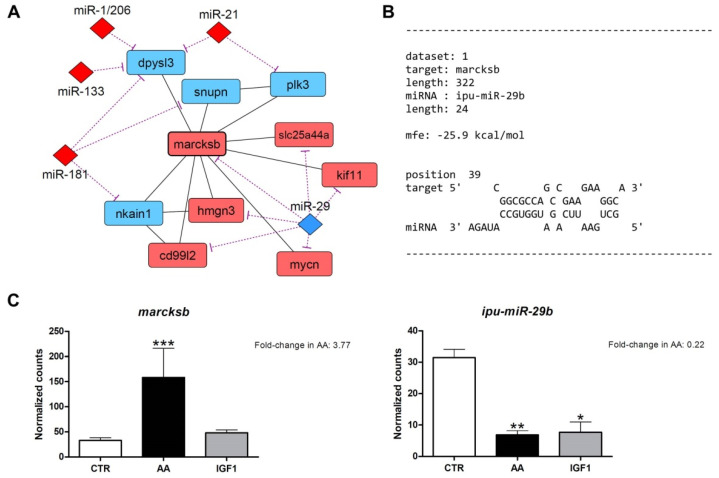
Identification of *marcksb* as potential target of *miR-29b* in AA pacu-cultured myotubes. (**A**) Interaction molecular network between *marcksb* (*myristoylated alanine rich protein kinase c substrate b*), *miR-29* and other differentially expressed genes and miRNAs. Up- and down-regulated genes are represented respectively by light red and light blue colors, and up- and down-regulated miRNAs are represented respectively by red and blue colors. Purple lines show interaction between miRNAs and genes, and black lines show interaction between the genes. (**B**) Bioinformatics prediction of the *marcksb*/*miR-29b* hybridization. The MFE (minimum free energy) value was within accepted range. (**C**) Gene expression of *marcksb* and *ipu-miR-29b* in CTR, AA and IGF1 groups according to the differential expression analyses. Expression is shown, as number of counts and values represents means ± s.e.m. (*n* = 3 independent cell cultures). The fold-changes in AA group are shown in the graphs, and asterisks indicate significant differences between groups: *: *p*-adj < 0.05; **: *p*-adj < 0.01; ***: *p*-adj < 0.001.

**Figure 6:**
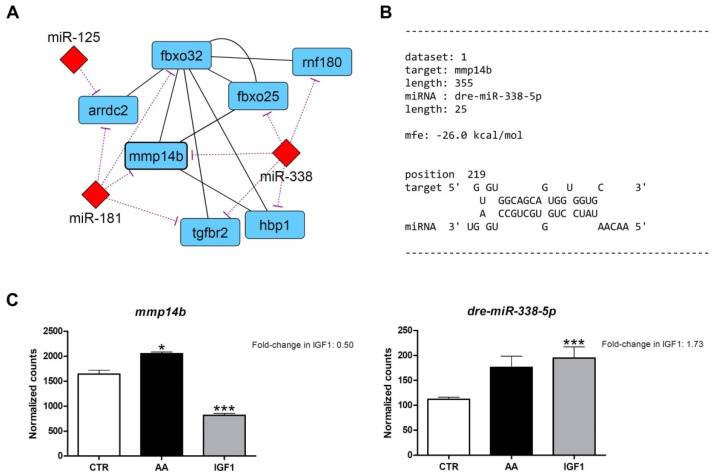
Identification of *mmp14b* as potential target of *miR-338-5p* in IGF1 pacu-cultured myotubes. (**A**) Interaction molecular network between *mmp14b* (*matrix metallopeptidase 14b*), *miR-338* and other differentially expressed genes and miRNAs. Down-regulated genes are represented by light blue color, and up-regulated miRNAs are represented by red color. Purple lines show interaction between miRNAs and genes, and black lines show interaction between the genes. (**B**) Bioinformatics prediction of the *mmp14b*/*miR-338-5p* hybridization. The MFE (minimum free energy) value was within accepted range. (**C**) Gene expression of *mmp14b* and *dre-miR-338-5p* in CTR, AA and IGF1 groups according to the differential expression analyses. Expression is shown as number of counts, and values represent means ± s.e.m. (*n* = 3 independent cell cultures). The fold-changes in IGF1 group are shown in the graphs, and asterisks indicate significant differences between groups: *: *p*-adj < 0.05; ***: *p*-adj < 0.001.

**Figure 7:**
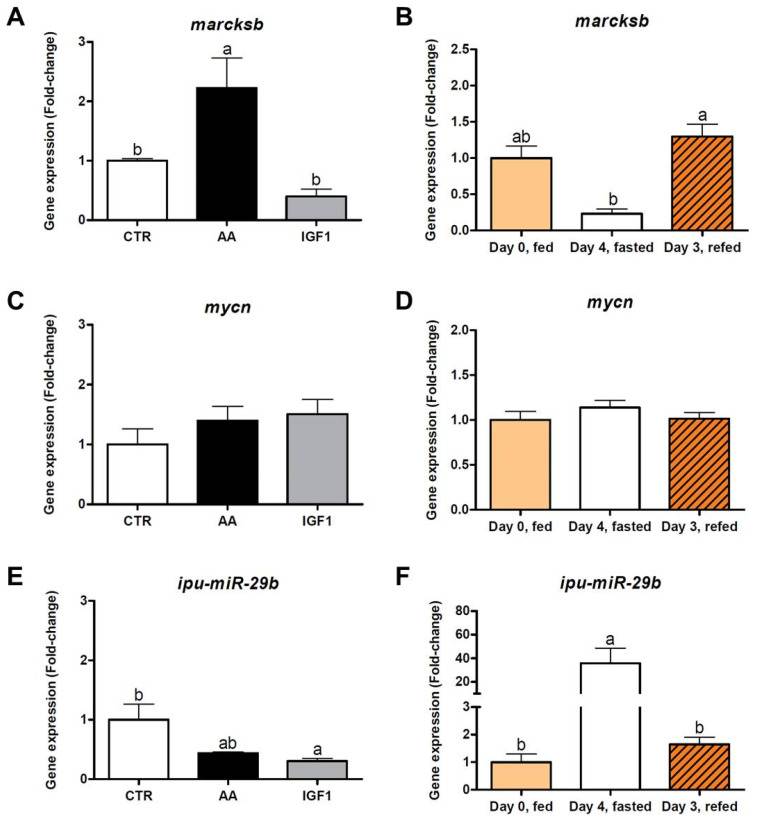
(**A**,**C**,**E**) In vitro and (**B**,**D**,**F**) in vivo relative expression of *marcksb*, *mycn* and *miR-29b*. Relative gene expression of *marcksb* (*myristoylated alanine rich protein kinase C substrate b*), *mycn* (*n-myc proto-oncogene protein*) and *ipu-miR-29b* by qPCR. Validation was performed from CTR, AA, and IGF1 myotubes (in vitro samples; *n* = 4 independent cell cultures), and from fish muscles before fasting (Day 0, fed), after 4 days of fasting (Day 4, fasted), and 3 days of re-feeding (Day 3, refed) (in vivo samples; *n* = 6). Values represent means ± s.e.m. Letters indicate significant differences between groups. Parametric data were analyzed by one-way ANOVA test, followed by Tukey’s multiple comparisons test, while non-parametric data were analyzed by a Kruskal–Wallis test, followed by Dunn’s multiple comparisons test (*p* < 0.05).

**Figure 8:**
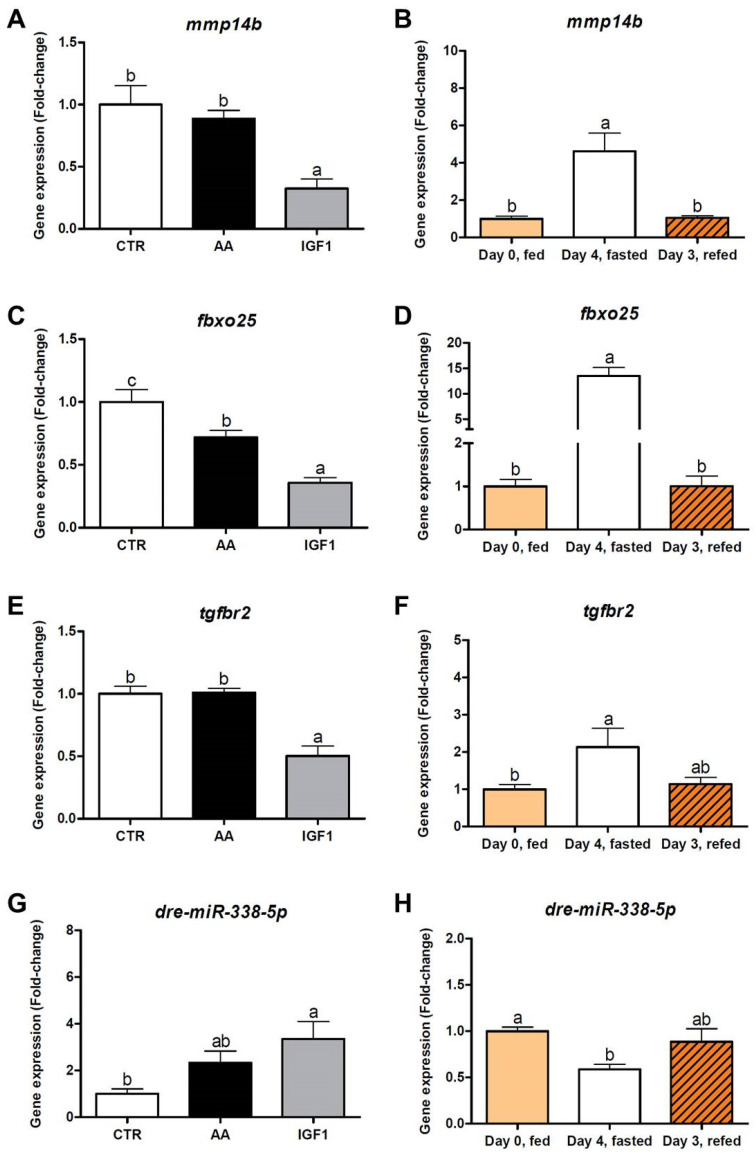
(**A**,**C**,**E**,**G**) In vitro and (**B**,**D**,**F**,**H**) in vivo relative expression of *mmp14b*, *fbxo25*, *tgfbr2* and *miR-338-5p*. Relative gene expression of *mmp14b* (*matrix metallopeptidase 14b*), *fbxo25* (*f-box protein 25*), *tgfbr2* (*tgf-beta receptor type-2*) and *dre-miR-338-5p* by qPCR. Validation was performed from CTR, AA and IGF1 myotubes (in vitro samples; *n* = 4 independent cell cultures), and from fish muscles before fasting (Day 0, fed), after 4 days of fasting (Day 4, fasted), and 3 days of re-feeding (Day 3, refed) (in vivo samples; *n* = 6). Values represent means ± s.e.m. Letters indicate significant differences between groups. Parametric data was analyzed by one-way ANOVA test, followed by Tukey’s multiple comparisons test, while non-parametric data were analyzed by the Kruskal–Wallis test, followed by Dunn’s multiple comparisons test (*p* < 0.05).

## Data Availability

The raw and processed data of transcriptome and microRNAome analyses have been deposited on the Gene Expression Omnibus (GEO) DataSets, under the accession number GSE192683. All the produced data of the other analysis are contained within this article, or in the supplementary material.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23031180/s1.

How the deposited data were processed for this re-analysis (not part of the article)

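Messenger RNA in 9 libraries of pacu myotubes was analysed, 3 each of the CTR, AA and IGF1 groups, as described beside the results. The microRNAome and the qPCR measurements were not analysed here. The authors assembled the trimmed paired-end reads with Trinity, annotated the contigs by BLASTx and OmicsBox, and mapped the reads of each sample to the annotated contigs with Bowtie2; the paper's text names no tool for the counting. One table holds whole-number counts per annotated contig and library without normalization. The signal values of the other table are, as deposited by the authors, the same counts divided by DESeq2's median-of-ratios size factors, for exactly the 35575 contigs whose mean raw count over the 9 libraries is 10 or more. Multiplied by 1 factor per library, all its values return to the raw counts within 0.01. No genome build applies, and contigs carry the names of the annotation. Genes were joined by those names. The paper's tgfbr2 was matched to the name TGF-beta receptor type-2-like and its cd99l2 to CD99 antigen-like protein 2, each by the description and mean count in Supplementary Table S2. The count table also holds 2 contigs named cd99l2, whose mean counts are not those of that table. It holds 8 tested contigs named tgfbr2b as well, which were not taken as tgfbr2 and of which none was differentially expressed in AA or IGF1. Of the tested names, 1086 are Ensembl transcript identifiers.

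Raw counts were tested with edgeR 4.0.16 in R 4.3.3, by TMM normalization, estimation of the dispersion, and the quasi-likelihood F test with its earlier deviance method, on all 9 libraries with the group as the only term. The comparisons were AA to CTR, IGF1 to CTR and AA to IGF1, each with Benjamini-Hochberg adjustment over the 35575 contigs. A contig was differentially expressed at an adjusted p of 0.05 or less and a log2 fold-change of at least 1 in either direction. Standard errors are the log2 fold-change over the square root of the F statistic. Genes sharing a name were counted once. Principal components used log2 of the TMM-normalized count plus 1. The silhouette width was tested over the 280 splits of the libraries into 3 groups of 3. K-means used 50 seeded starts in scikit-learn 1.9.0. Lists of genes were tested with camera and fry of limma 3.58.1 on the contig with the highest mean count of each name; a median of 75% of each list's genes was found, with the lowest shares for striated muscle contraction (22 of 63) and aminoacyl-tRNA synthetases (18 of 38). The 11 lists covered chromosome condensation and segregation, cell cycle entry and DNA replication, muscle differentiation, striated muscle contraction, IGF and PI3K signaling, aminoacyl-tRNA synthetases, amino acid response, collagen and matrix organization, sterol biosynthesis, ubiquitin-proteasome and autophagy atrophy markers, and ribosomal proteins. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

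Totals of raw counts ranged from 1366043 to 53525876 per library, and the 100 contigs with the most counts held 35.6% to 43.6% of them. The fit was tested on simulated data with the same depths, in which 200 contigs were changed by more than 2-fold. The simulated spread followed the trend with the mean count and was the same in all groups. The fit recovered 74.5% of the changed contigs in AA and 79.5% in IGF1, and 2% and 3.6% of the calls were false. Neither the larger spread of the AA libraries nor changes close to the 2-fold minimum were simulated, so these shares do not cover them. Libraries with the same replicate number were tested for pairing. Their residuals correlated between −0.027 and 0.127 over 9 pairs of groups and numbers, 1 of them above 0.1, so the numbers were not used as pairs.

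The genes named in the text are those the paper names from the transcriptome and its networks, and, for each treatment, the 3 largest rises and 3 largest falls among differentially expressed genes whose treated libraries all lie beyond all CTR libraries and whose symbol is informative, and the 3 members with the smallest adjusted p in a list. Values of the paper's genes in Supplementary Table S2 had been seen. The alternatives set before the data were examined were the DESeq2 1.42.0 Wald test, median-of-ratios normalization, no normalization beyond the library size, no filter on low counts, edgeR's filterByExpr, a minimum of 10 on the mean normalized count, a fit of only the 2 groups compared, the replicate number as a block, counts summed per gene name, limma on the authors' normalized counts, no fold-change minimum, thresholds of 0.055 and 0.995, and each library left out. For the principal components, clusters and lists they were other scales, numbers of clusters, clustering methods and set tests. Chosen after seeing the data were DESeq2 with a prior on the fold-changes, edgeR's newer quasi-likelihood method, thinning of all libraries to the shallowest, and, for the lists, no normalization beyond the library size. For a contig whose comparison is left with fewer libraries, the spread is estimated from all libraries in the fit. Supplementary Table S2 was joined to the contigs by name and mean count; the sheet of AA was read in part, with 1998 of 2318 rows.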

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

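The tests at equal depth, of the lists without normalization beyond the library size, of the amino acid response genes and of the other splits of the libraries by number of genes were chosen after the results they concern had been seen.

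The list of sterol biosynthesis genes, a process the paper does not discuss, was higher in AA than in CTR for 24 of 24 genes, with a median log2 fold-change of 1.30 (adjusted p = 1.03e-10 from camera). Over all genes tested 15 members passed and 18 adjusted over the list alone, led by fdps (1.68), hmgcra (1.76) and lss (2.32). Unequal depth is argued against, since at equal depth the median was 1.54. A single deviating library is argued against as well, since the smallest median with a library left out was 1.09. With counts summed per gene name, which joins contigs that share reads of 1 gene, the median was 1.25, and with no normalization beyond the library size it was 1.46. The list passed under fry (adjusted p = 0.0263 from limma) and did not with the correlation estimated (0.186). It is consistent with a rise that AA cells share as a set, but the members may follow 1 common regulator and so count as fewer than 24 independent genes. GC content and contig length were not tested. The AA medium was DMEM and the CTR medium Earle's salts with vitamins and glucose, which by the paper differed essentially in the presence of amino acids. An effect of their minor differences was not tested.

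Chromosome condensation and segregation genes, which the paper reports for AA, were also higher in IGF1 than in CTR for 24 of 31 genes, with a median log2 fold-change of 0.89 (adjusted p = 0.00189 from camera). Members past the threshold numbered 3 over all genes tested and 4 adjusted over the list alone, with esco2 down (−1.79) and top2a (1.63) and kif23 (1.72) up. At equal depth the median was 0.97, which argues against unequal depth, and the smallest median with 1 library left out was 0.67, which argues against a single library. The list did not pass under fry (adjusted p = 0.0502 from limma), with the correlation estimated (0.228) or at equal depth (0.0529), so the call rests on camera with the preset correlation and all counts. The test of the lists at equal depth used the same contigs, so a smaller set of contigs is not the reason for its higher adjusted p. A weaker form of the rise seen in AA stays open as a hypothesis, and the list was higher in AA than in IGF1 for 31 of 31 genes.

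Aminoacyl-tRNA synthetases differed between the treatments, with all 18 genes lower in AA than in IGF1 and a median log2 fold-change of −0.65 (adjusted p = 4.5e-17 from camera, 7.45e-08 from fry and 0.00278 with the correlation estimated). Members past the threshold numbered 14 over all genes tested and 15 adjusted over the list alone. The median was −0.59 at equal depth, which argues against unequal depth as its whole cause, and −0.50 with no normalization beyond the library size. Left out 1 library at a time, it stayed between −0.72 and −0.62. The IGF1 medium held no amino acids, and a response to their lack that IGF1 strengthens may raise these genes. The amino acid response list, which shares no gene with this one, was lower in AA than in IGF1 (median −0.49, adjusted p = 3.59e-06 from camera, 0.0662 with the correlation estimated), led by chac1, phgdh and mthfd2. Compared to CTR it did not pass in IGF1 (adjusted p = 0.0681 from camera) except in 2 of the 9 fits with a library left out, so this explanation stays open. CTR cells lacked amino acids too.

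By the direct test in edgeR, 790 genes differed between AA and IGF1, a difference between the treatments' effects since both share the CTR group. At equal depth 559 genes differed, the median of 5 draws. Leaving out single libraries gave 570 to 861 genes. Of the 10 splits of these 6 libraries into groups of 3, only 1, the real one, gave as many, and the other splits gave 0. With 10 splits the share cannot go below 0.1, so chance cannot be excluded by this count. With no normalization beyond the library size 935 genes differed, 707 higher and 222 lower in AA, against 427 and 355, so the balance of directions depends on the normalization. The treatments differ in both the hormone and the amino acids. Comparing each treatment to CTR, which held neither, bears on which of these a gene follows. The 790 genes were not sorted by those comparisons.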

How the results depend on the processing

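The numbers of differentially expressed genes in AA, IGF1 and AA compared to IGF1 stayed within 1.5 times the reported ones under the DESeq2 Wald test, median-of-ratios normalization, no normalization beyond the library size, every filter tried, the fit of only 2 groups, the replicate number as a block and the thresholds widened to the rounded values of Supplementary Table S2. The Wald test gave 1300, 561 and 974 genes, kept 97.1%, 95.7% and 95.3% of the reported ones, and shared 243 between the treatments. With the replicate number as a block there were 1179, 479 and 874 genes, and 188 shared. Without the fold-change minimum, which by construction admits smaller changes, there were 1950 genes in AA, 941 in IGF1 and 1358 between AA and IGF1, with 473 shared. Counts summed per gene name gave 293 genes in IGF1 and 92 shared, and limma on the authors' normalized counts 280 and 96; the cause was not tested. Of the alternatives chosen after seeing the data, edgeR's newer quasi-likelihood method gave 857 genes in IGF1 and 340 shared, for which the cause was not tested. Thinned to the shallowest library, the medians of 5 draws were 675 genes in AA, 308 in IGF1 and 115 shared. Fewer contigs were left to test (14543 to 14577). The calls at full depth that fell on the same contigs carried 560 to 578 genes in AA and 277 to 283 in IGF1. The lower numbers in AA and in IGF1 thus go with the loss of contigs. On these contigs the thinned counts gave more genes, 642 to 682 in AA and 300 to 332 in IGF1. The calls at full depth kept their adjustment over all 35575 contigs, so the numbers were not adjusted alike, and the cause was not tested. Shared genes were not counted at full depth on the same contigs. DESeq2 with a prior on the fold-changes gave 1084 and 425 genes.

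With single libraries left out, the ranges were 769 to 1221 genes in AA, 296 to 600 in IGF1, 570 to 861 between AA and IGF1, and 110 to 241 shared. The libraries that moved a count by more than 1.5 times were CTR replicate 3 (769 in AA, 305 in IGF1, 110 shared without it), IGF1 replicate 1 (296 in IGF1, 117 shared) and CTR replicate 2 (124 shared). These fits have fewer samples.

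The silhouette width of the groups passed its exact permutation test with the variance-stabilizing transformation (0.111, p = 0.00357), the authors' normalized counts (−0.004, p = 0.0393), contigs scaled to unit variance (0.09, p = 0.00714) and, chosen after seeing the data, at equal depth (0.76, p = 0.00357). By the same exact permutation test it did not with the 500 contigs of highest variance (0.01, p = 0.0536) or the replicate number regressed out (−0.063, p = 0.271). It ranged from −0.158 to 0.213 with 1 library left out, and passed in 6 of 9 cases, those with an AA or IGF1 library left out. Thinning by construction removes the differences in depth, but it also left fewer contigs (14576). Which of these moved the width was not tested, and for the other alternatives the cause was not tested either.

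Contigs in a cluster highest in IGF1 made up none of the reported 3 clusters, 10.3% with 4 clusters, 10.2% with 5 and 13.6% with average linkage; the cause was not tested. The log2 scale, the authors' normalized counts and 1 contig per gene gave no such cluster.

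Lists past the threshold numbered 9 in AA, 7 in IGF1 and 8 between them. With the correlation estimated there were 2 in each comparison, since the genes of a list then count as correlated. For IGF1 fry gave 4 lists and thinning, chosen after seeing the data, 4; the cause was not tested. With 1 library left out there were 7 to 9, 6 to 8 and 8 to 9. No list or named gene past the threshold changed its direction past it. With no normalization beyond the library size, which moved the median log2 fold-change of all contigs in AA by more than 0.1, the ribosomal protein list went from −0.15 to 0.02 in AA and from −0.14 to 0.01 between AA and IGF1, no longer past the threshold, and the atrophy marker list in AA from −0.15 to 0.01 in its median while its mean (−0.16) and test stayed negative.

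The log2 fold-change of fbxo32 lay between −1.93 and −1.58 in AA and −1.56 and −1.37 in IGF1 with 1 library left out, always past the threshold. That of myog in AA lay between 0.90 and 1.22, under the 2-fold minimum without CTR replicate 2 or AA replicate 3, and was 0.99 with no filter on low counts (adjusted p = 4.39e-06 from edgeR). In IGF1 myog lay between 0.66 and 0.96. Over the other named genes and all alternatives with all libraries, 573 results kept their side of the threshold, 10 passed it and 8 lost it. Over the lists, 199 kept it, 2 passed it and 30 lost it, most of them with the correlation estimated.

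Depth limits the AA group above all. AA replicate 3 had 0 counts on 15.1% of the tested contigs, and single genes such as fbxo32 rest there on 6 raw counts.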

Differences from the paper's values

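None of the 20 values that the paper states and that were also computed here differed from the paper's by more than 1.5 times. The paper's numbers of differentially expressed genes are 1228 in AA and 534 in IGF1, with 218 shared, and those found here 1168, 465 and 197. For marcksb in AA the paper's fold-change is 3.77 and the one here 5.15.

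The paper states that the libraries were well separated by group and that replicates were alike. Here the silhouette width of the groups on the first 2 components was −0.021, and 18 of 280 splits did as well. Of the alternatives set before the data were examined, the variance-stabilizing transformation (0.111), the authors' normalized counts (−0.004) and scaling to unit variance (0.09) passed the exact permutation test, while the 500 contigs of highest variance (0.01) and the replicate block (−0.063) did not. At equal depth, chosen after seeing the values, the width was 0.76.

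The paper describes clusters highest in AA, in IGF1 and in CTR. Here 3 clusters by k-means gave none highest in IGF1. Of the alternatives set before the data were examined, 4 clusters (10.3% of contigs), 5 clusters (10.2%) and average linkage (13.6%) gave one. Average linkage is the paper's method of hierarchical clustering. The alternatives of 2 clusters, the log2 scale, the authors' normalized counts and 1 contig per gene did not give one. The names that the paper lists for its IGF1 cluster were highest in IGF1 for 57 of 64 found.

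The paper marks mmp14b as up-regulated in AA in Fig. 6C. Here its log2 fold-change was 0.30 with an adjusted p of 0.113 from edgeR, in the direction the paper gives and with every AA library above every CTR library. Only with no normalization beyond the library size, of 21 alternatives, did the adjusted p from edgeR (0.0148) pass, and the change was below 2-fold in all of them. Its fall in IGF1 was found.

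The paper draws slc25a44a as up-regulated in AA (Fig. 5A). It was higher by 1.42 on the log2 scale here and did not pass (adjusted p = 0.131 from edgeR, 0.0894 to 0.327 over 21 alternatives).

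The paper draws fbxo25 as down-regulated in IGF1 (Fig. 6A), and Supplementary Table S2 lists 1 of its contigs. That contig had −1.25 here with an adjusted p of 0.107 from edgeR. It was called by edgeR's newer quasi-likelihood method (0.0221), chosen after seeing the values, which drops 16 of the 1072 contigs that the table lists for IGF1, and by none of the alternatives set before.

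Supplementary Table S2 lists mycn as up-regulated in IGF1 too. Here it rose by 1.32 on the log2 scale with an adjusted p of 0.0891 from edgeR. It passed with the DESeq2 Wald test (0.0482), which drops 133 of the 1072 contigs that the table lists for IGF1, in the fit of only the 2 groups (0.0467), which drops 85, and without AA replicate 3 (0.0415), all set before the data were examined. It also passed with DESeq2 under a prior on the fold-changes (0.048), which drops 185 of the 1072 contigs, and with the newer edgeR method (0.0113), both chosen after seeing the values.

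The genes marcksb, igfbp1a, igfbp5a, fbxo32, myog, mymk, hmgn3, cd99l2 (on the contigs that Supplementary Table S2 lists), kif11, plk3, nkain1, arrdc2, rnf180, hbp1 and tgfbr2 changed in the direction the paper gives. Of the 1072 contigs listed for IGF1 in Supplementary Table S2, 1072 had the same sign here and 78.9% were called here, and 116 contigs called here are not in the table. Its adjusted p go up to 0.0547, and 12 of its log2 fold-changes are below 1 in size. The sheet of AA was read in part and was used for signs alone, which were the same for all 1994 rows joined.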

Other observations

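The tests of the ratio of genes in AA to genes in IGF1, of the other splits by number of genes, of the spread of the AA group at equal depth, and of the separation at equal depth were chosen after the result had been seen.

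More genes were differentially expressed in AA than in IGF1, although the AA libraries were shallower. At equal depth the lowest ratio over 5 draws was 2.03, which argues against unequal depth as the cause. The lowest ratio with 1 library left out was 2, without AA replicate 3, which argues against a single deviating library. A larger effect of AA stays open as a hypothesis. The paper raises that its medium holds several amino acids and not a single factor, which was not tested.

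Of the 10 splits of the AA and CTR libraries into groups of 3, 1 gave as many genes as the real one, the real one itself, and so did 1 of the 10 splits of the IGF1 and CTR libraries. All other splits gave 0 genes. By the number of lists past the threshold, 1 of 10 splits did as well as the real one in AA, the real one itself, and 3 of 10 in IGF1, the real one included. In AA the other splits put 3 to 6 lists past the threshold and the real one 9. In IGF1 the other splits put 1 to 7 past it and the real one 7. A design of 3 against 3 gives no share below 0.1, so none of these counts can exclude chance. Every other split still sets 2 libraries of a group against 1, so it keeps part of the difference between the groups.

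AA replicate 3 lay apart from the other libraries. Its mean distance to the others was 1.95 times the mean of the other 8 on all counts and 1.56 times on the contigs kept after thinning. At equal depth it was 1.22 times, so low depth accounts for part of the distance and is argued against as the whole cause. At that depth it was still nearer to the AA libraries (mean distance 90.5) than to the others (110.8). On the 599 contigs of at least 50 mean normalized counts called in AA without it, it lay beyond all CTR libraries in the called direction in 91.2%, where chance gives 25%, which argues against a CTR library under an AA label. A difference of this culture or its library stays open.

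The AA libraries varied more than those of the other groups, with a biological coefficient of variation of 0.295 against 0.193 in CTR and 0.207 in IGF1. On the contigs kept after thinning it was 0.212 against 0.144 and 0.156 with all counts. At equal depth it was 0.216, against 0.134 and 0.145, so low depth is argued against as the whole cause. Without AA replicate 3 it was 0.163, within the range of 2 libraries of the other groups, which went up to 0.179. Whether the larger spread belongs to AA replicate 3 alone or to the group cannot be told apart with 3 libraries. No biological explanation was tested.

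The fold-changes of AA and IGF1 had the same sign in 66.4% of the contigs, and simulated unchanged groups that share the CTR libraries gave 64.8%, so the shared CTR group alone gives nearly this much.

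Lists that belong to no claim were also tested with camera. In AA the amino acid response list was lower (median log2 fold-change −0.31, adjusted p = 0.00425, 0.228 with the correlation estimated), led by sat1a.2, nupr1b and atf4a, all down. Collagen and matrix organization passed in AA (median 0.03, adjusted p = 0.0352, 0.511 with the correlation estimated) with 21 of 39 genes higher, led by fmoda, postnb and col18a1a, all up. It did not pass under fry (0.111), its call was lost in 3 of 9 fits with a library left out (adjusted p up to 0.128), and its median changed sign among them (−0.052 to 0.095), so no direction is given. Atrophy markers were lower in AA (median −0.15, mean −0.32, adjusted p = 0.00794, 0.059 with the correlation estimated) and in IGF1 (median −0.35, adjusted p = 4.51e-06, 0.0185 with the correlation estimated), with fbxo32 first in both. Ribosomal proteins were lower in AA (median −0.15, adjusted p = 0.0158, 0.132 from fry, 0.661 with the correlation estimated, and lost in 2 of 9 fits with a library left out) with no member past the threshold, a direction that is lost with no normalization beyond the library size (0.02), and did not differ in IGF1 (median 0.01, adjusted p = 0.655). In AA the IGF and PI3K signaling list (adjusted p = 0.238) and the aminoacyl-tRNA synthetases (0.675) did not pass. In IGF1 the cell cycle list (median 0.45, adjusted p = 0.0129) and sterol biosynthesis (0.33, adjusted p = 0.0153) passed, neither under fry. With 1 library left out, the cell cycle call was lost in 1 of 9 fits (adjusted p up to 0.144) and that of sterol biosynthesis in 3, with medians from 0.005 to 0.465 (adjusted p up to 0.405). In IGF1, muscle differentiation (adjusted p = 0.533) and striated muscle contraction (0.235) did not pass. Between AA and IGF1, the cell cycle list (0.74, adjusted p = 2.53e-06) and sterol biosynthesis (0.83, adjusted p = 1.88e-06) were higher in AA, but neither held with the correlation estimated (0.0961 and 0.294) and sterol biosynthesis did not pass under fry (0.0768). Atrophy markers did not differ (adjusted p = 0.402) and ribosomal proteins were lower in AA (−0.14, adjusted p = 0.00287, 0.116 from fry), and with no normalization beyond the library size their median was 0.01.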
